# MicroRNA expression profile and functional analysis reveal that miR-382 is a critical novel gene of alcohol addiction

**DOI:** 10.1002/emmm.201201900

**Published:** 2013-07-22

**Authors:** Jingyuan Li, Jing Li, Xiaojun Liu, Shanshan Qin, Yanzhong Guan, Yuwei Liu, Yunhui Cheng, Xiuwen Chen, Wen Li, Shenming Wang, Ming Xiong, Eldo V Kuzhikandathil, Jiang-Hong Ye, Chunxiang Zhang

**Keywords:** alcohol addiction, DeltaFosB, dopamine receptor D1, microRNAs, miR-382

## Abstract

Alcohol addiction is a major social and health concern. Here, we determined the expression profile of microRNAs (miRNAs) in the nucleus accumbens (NAc) of rats treated with alcohol. The results suggest that multiple miRNAs were aberrantly expressed in rat NAc after alcohol injection. Among them, miR-382 was down-regulated in alcohol-treated rats. In both cultured neuronal cells *in vitro* and in the NAc *in vivo*, we identified that the dopamine receptor D1 (*Drd1*) is a direct target gene of miR-382. Via this target gene, miR-382 strongly modulated the expression of DeltaFosB. Moreover, overexpression of miR-382 significantly attenuated alcohol-induced up-regulation of DRD1 and DeltaFosB, decreased voluntary intake of and preference for alcohol and inhibited the DRD1-induced action potential responses. The results indicated that miRNAs are involved in and may represent novel therapeutic targets for alcoholism.

## INTRODUCTION

Alcohol addiction is a major social and health concern (Björk et al, 2010; Ray et al, 2010; Spanagel et al, 2010). Almost 20 million Americans are alcohol dependent or regularly drink alcohol in harmful quantities. It is estimated that about 12% of American adults will experience alcohol (ethanol) addiction at some time in their lives. Because of the limited understanding of the underlying causes of alcohol addiction, effective strategies for treating alcoholism are still lacking (Björk et al, 2010; Ray et al, 2010). There is an urgent need to improve our understanding of the molecular mechanisms of alcohol addiction and to develop novel therapeutic strategies for this complex disorder (Nestler, 2005; Ray et al, 2010).

To date, many studies have been performed to explore the potential signal pathways involved in alcohol intake. Among them, two important signal molecules that are related to alcohol abuse have been identified: dopamine receptor D1 (DRD1) and DeltaFosB. DRD1 is a subtype of the dopamine receptors and is also the most abundant dopamine receptor in the central nervous system. The studies from us and other groups have revealed that the expression and/or activation of DRD1 are significantly increased in the central nervous system in animals after alcohol intake (Lograno et al, 1993; Xiong et al, 2011). Blocking of DRD1 via its antagonist or siRNA is efficient to inhibit the alcohol-induced psychomotor sensitization and addictive behaviour (Abrahao et al, 2011; Bahi and Dreyer, 2012; Czachowski et al, 2012; Hodge et al, 1997). Moreover, knock-out of *Drd1* in mice attenuates alcohol intake as compared to their wild-type littermates (El-Ghundi et al, 1998). DeltaFosB, a truncated splice variant of FosB, is believed to be a critical molecular switch for all drugs of abuse (Nestler et al, 2001; Nestler, 2005). The recent studies from us and other groups have found that the expression of DeltaFosB is significantly up-regulated in animals treated with alcohol (Li et al, 2010; Ozburn et al, 2012; Perrotti et al, 2008; Xiong et al, 2011).

MicroRNAs (miRNAs) have emerged as a novel class of endogenous, small, noncoding RNAs that negatively regulate over 30% of genes in a cell via degradation or translational inhibition of their target mRNAs (Ambros, 2004; Lewis et al, 2005). Functionally, an individual miRNA is important as a transcription factor because it is able to regulate the expression of its multiple target genes (Chen and Rajewsky, 2007). Recent studies have revealed that miRNAs have strong biological functions that may impact almost every aspect of biology and biomedicine (Zhang, 2008). However, the roles of miRNAs in alcohol addiction are still unclear.

To determine the potential roles of miRNAs in alcohol addiction and the potential mechanisms involved, we here use the miRNA microarray to determine the expression profile of miRNAs in the nucleus accumbens (NAc) of brain in a rat model of alcohol intake, and show that multiple miRNAs are aberrantly expressed in rat NAc after alcohol injection. Among them, miR-382 is down-regulated in alcohol-treated rats. We further demonstrate that miR-382 plays an important role in alcohol-seeking behaviour through the DRD1 and DeltaFosB pathway.

## RESULTS

### The expression profile of miRNAs in brain NAc of rats with alcohol intake

Currently, there is no report on the expression signature of miRNAs in NAc of rats treated with alcohol. We thus determined the miRNA expression profiles using miRNA microarray analysis. To perform the experiment, 18 male rats (weighing 150–180 g) were divided into two treatment groups: vehicle (500 µl saline, i.p. bid) or alcohol (1 g/kg, i.p. bid). Seven days later, the animals were sacrificed and their NAc were isolated for miRNA microarray analysis. 

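Small RNA from the NAc was tailed, labelled with the dye Cy3 and hybridized to arrays of 1 colour, on which the brightness of a spot follows the amount of miRNA bound to its probe. The deposited data hold 1 array for the vehicle group and 1 array for the alcohol group, whereas the paper gives 9 rats per group. The paper's text does not state whether RNA from several rats was pooled for an array. Each array carried 3968 spots. Of these, 3141 belonged to 349 rat miRNA probes with 9 repeat spots each, and 519 were empty. Repeat spots measure the same RNA on the same array, so an SD over spots is technical, and no difference between the groups has a replicate check or a test across rats. The authors deposited the mean density of each spot without background subtraction, and 1 processed signal per probe after their own normalization between the arrays. Here, the spot densities were background-corrected with limma's normexp method (offset 50), log2-transformed and averaged over the repeat spots of each probe, and the arrays were normalized with cyclic loess over the 349 probes. A miRNA was called detected when at least 5 of its 9 spots exceeded the median of 88 mismatched control spots by 3 median absolute deviations, a rule set after the values had been seen. By this rule 151 miRNAs were detected on the vehicle array and 196 on the alcohol array, with 150 on both. The median raw density of these 150 miRNAs was 952 on the vehicle array and 1951 on the alcohol array. Their median coefficient of variation between repeat spots was 18.4% on the vehicle array and 7.52% on the alcohol array. It is the SD over the mean density above the median of the mismatched control spots, which was 241 on the vehicle array and 145 on the alcohol array. The arrays differed in brightness by an amount that depended on the signal. The normalization between them was therefore the step that moved the median log2 ratio of these 150 miRNAs most. Single miRNAs near background on the vehicle array could move further under other processing. The log2 ratio of miR-204 was 2.18 after cyclic loess, 3.32 without normalization and at most 4.37 over all settings run.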

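Of the 349 miRNA probes, 197 were detected on at least 1 array. A normalized signal of at least 400 on the brighter array was reached by 125 of the detected miRNAs. Among these, 33 were at least 1.3-fold higher on the alcohol array and 26 were at least 1.3-fold lower. The 2 counts moved most with the scaling of the arrays. Without normalization between the arrays 85 miRNAs were higher and 8 were lower, and scaling to the median of the detected miRNAs gave 17 higher and 79 lower. The median scaling equated the medians of the arrays and not the ratios. Under it the miRNAs detected on both arrays still had a median log2 ratio of -0.65. Scaling to the 6 probes for 5S rRNA, an alternative chosen after the values had been seen, gave 104 higher and 2 lower. With a threshold of 2-fold under the cyclic loess, 11 were higher and 5 were lower.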

The results demonstrated, among the 300 detected miRNAs in NAc, multiple miRNAs were aberrantly expressed after treatment with alcohol. 

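All 46 miRNAs of Table 1 were found by name on the arrays, and each had the direction of the table after cyclic loess, 20 higher and 26 lower on the alcohol array. Of the 46, 41 also passed the 1.3-fold threshold on these values. The table was selected from these same arrays, so the tally is not an independent check. Without normalization between the arrays the direction was the same for 30 of the 46, namely all 20 higher entries and 10 of the 26 lower entries. With median scaling it was the same for 42, with 16 of the 20 higher entries, and with scaling to the 75th percentile for 40, with 19 of the higher and 21 of the lower entries. Scaling to the 5S rRNA probes kept it for 23 and scaling to the calibration spikes for 26, both chosen after the values had been seen. Each remaining setting, including quantile normalization and the authors' processed values, kept it for all 46. Among the higher entries, miR-29b had a log2 ratio of alcohol over vehicle of 3.67 ± 0.74 (SD over 9 repeat spots). That of miR-27a was 1.84 ± 0.51 (SD over 9 spots). miR-204 was not above background on the vehicle array, where 3 of 9 spots passed, so its ratio is a bound, taken against the larger of its own vehicle signal and the lowest detected vehicle signal. Under the cyclic loess its own vehicle signal was the larger, so the bound of at least 4.54-fold equals the measured ratio. This bound holds for that setting alone, and the lowest measured log2 ratio of miR-204 over the other settings was 1.64. Among the lower entries, miR-122 had a log2 ratio of -2.16 ± 0.12, miR-134 of -1.44 ± 0.10 and let-7d* of -1.14 ± 0.22 (SD over 9 spots each). The ratio of let-7d* turned to 0.16 when the arrays were scaled to the 5S rRNA probes. In the miR-29 family, miR-29c rose by 1.50 and miR-29a by 0.29 on the log2 scale, and miR-29a fell under scaling to the median or to the 75th percentile. In the miR-30 family, miR-30a rose by 1.71, miR-30e by 1.28, miR-30b-5p by 0.56 and miR-30d by 0.26, of which miR-30b-5p and miR-30d fell under scaling to the median. miR-30c, at -0.06, changed sign under 4 of the 16 other settings.

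**Figure D1:**
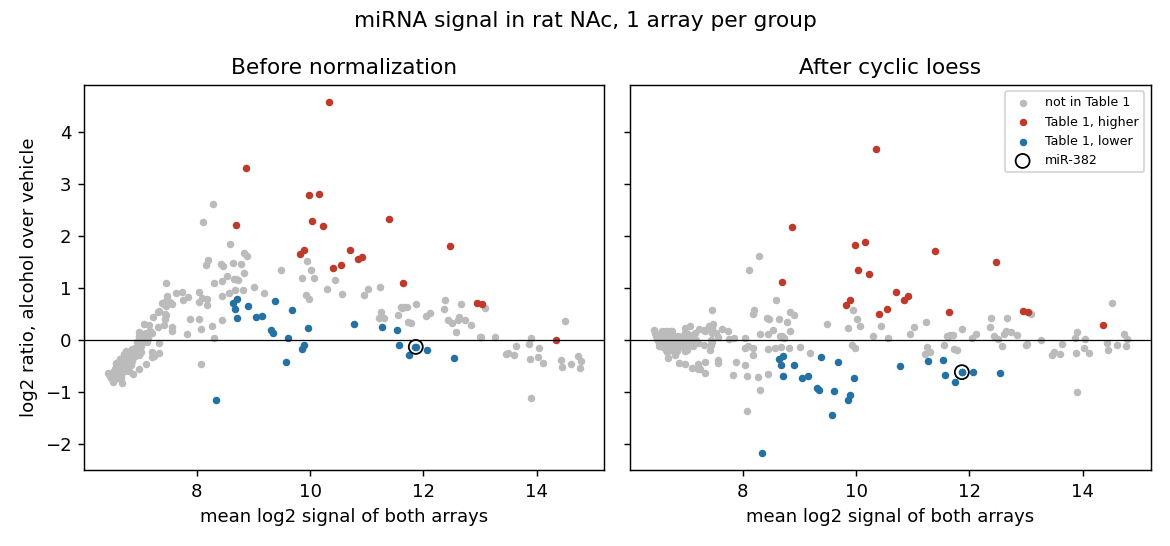
Log2 ratio of alcohol over vehicle (vertical axis) against the mean log2 signal of both arrays (horizontal axis) for 349 miRNA probes, before normalization on the left and after cyclic loess on the right. Each point is 1 probe averaged over 9 repeat spots, with higher entries of Table 1 in red, lower entries in blue and miR-382 circled. Before normalization 10 of the 26 blue points lie below 0, and after cyclic loess all 26 do.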

MiRNAs that were highly expressed in NAc and over 30% changes in their expression after alcohol treatment and their *t*-test *p*-values were listed in Table 1.

**Table 1:** The aberrantly expressed miRNAs in NAc from rats after treatment with alcohol. Source data is available for this figure in the Supporting Information

miRNAs	Vehicle	Alcohol	Alcohol/vehicle		miRNAs	Vehicle	Alcohol	Alcohol/vehicle	
							
Downregulated	Mean signal	Mean signal	% Change	*p*-value	Upregulated	Mean signal	Mean signal	% Change	*p*-value
rno-miR-379	3208	2309	72	2.24E-07	rno-miR-29b	274	4365	1595	6.37E-06
rno-miR-409-3p	684	487	71	8.23E-05	rno-miR-204	86	844	977	4.81E-05
rno-miR-181b	2734	1882	69	8.77E-04	rno-miR-27a	460	1682	366	2.17E-05
rno-miR-539	1991	1297	65	6.98E-10	rno-miR-335	562	2016	359	1.23E-04
rno-miR-25	896	583	65	3.51E-05	rno-miR-30a	1425	4401	309	8.15E-06
rno-miR-376b-5p	435	272	62	1.35E-04	rno-miR-29c	3350	9424	281	2.56E-05
rno-miR-15b	419	254	61	3.03E-05	rno-miR-101a	174	467	268	2.14E-05
rno-miR-382	4463	2621	59	7.13E-11	rno-miR-22	562	1467	261	1.04E-08
rno-miR-433	4454	2614	59	6.61E-11	rno-miR-30e	665	1662	250	8.09E-08
rno-miR-320	3629	2126	59	2.91E-12	rno-miR-100	1147	2089	182	1.43E-04
rno-miR-93	530	307	58	1.80E-08	rno-miR-99a	1374	2362	172	2.93E-04
rno-miR-151	5210	2994	57	1.16E-11	rno-miR-153	1316	2164	164	3.76E-06
rno-miR-361	7181	4126	57	1.27E-12	rno-miR-376b-3p	672	1072	160	3.79E-03
rno-miR-92b	4387	2436	56	5.07E-03	rno-miR-92a	644	985	153	5.42E-04
rno-miR-674-5p	1213	656	54	9.59E-11	rno-miR-145	1116	1666	149	1.90E-04
rno-miR-674-3p	455	245	54	3.74E-04	rno-miR-137	6651	9225	139	9.67E-06
rno-miR-129	671	357	53	5.66E-08	rno-miR-30b-5p	6317	8670	137	2.01E-04
rno-miR-338*	659	324	49	1.52E-08	rno-miR-212	1065	1434	135	3.65E-03
rno-miR-760-3p	501	238	47	8.29E-10	rno-miR-29a	16,672	22,118	133	1.41E-07
rno-miR-324-5p	836	376	45	3.20E-08	rno-miR-352	2631	3430	130	3.29E-03
rno-miR-330*	834	366	44	1.55E-13					
rno-miR-346	1086	448	41	1.81E-12					
rno-miR-485	1326	546	41	1.45E-13					
rno-let-7d*	1337	513	38	8.63E-08					
rno-miR-134	1214	362	30	9.10E-14					
rno-miR-122	687	87	13	5.66E-08					

Eighteen male rats (weighing 150–180 g) were divided into two treatment groups (*n* = 9): vehicle (500 µl saline, i.p. bid) or alcohol (1 g/kg, i.p. bid). Seven days later, the animals were sacrificed and their NAc were isolated for miRNA microarray analysis. miRNAs that were highly expressed in NAc and over 30% changes (*p* < 0.05, Student's *t*-test) in their expression after alcohol treatment were listed.

### Alcohol down-regulates the expression of miR-382 in rat NAc

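The probe for miR-382 was detected on all 9 spots of both arrays. Its raw density was 4033 ± 263 on the vehicle array and 3652 ± 251 on the alcohol array (SD over 9 repeat spots). After cyclic loess the signal was 4614 on the vehicle array and 3023 on the alcohol array, which is 65.5% of vehicle and a log2 ratio of -0.61 ± 0.05 (SD over 9 spots). The paper's value in Table 1 is 59% of vehicle. The vehicle signal ranked 37 among the 349 miRNA probes, a rank of brightness that also depends on each probe and not of numbers of molecules. The size of the decrease depended on the scaling of the arrays. Without normalization between the arrays the log2 ratio was -0.12, and scaling to the median of the detected miRNAs gave -1.34. Under that median scaling the miRNAs detected on both arrays had a median log2 ratio of -0.65. Under 2 scalings chosen after the values had been seen, miR-382 did not fall, with 0.20 for the 5S rRNA probes and 0.0026 for the calibration spikes. On the vehicle array these probes were brighter than miR-382, with raw densities from 5415 to 34043 for 5S rRNA and from 13556 to 52982 for the spikes. Such a constant scaling takes no account of a difference between the arrays that depends on the signal. Before any normalization, 3 of the 30 detected miRNAs nearest to miR-382 in signal had a lower ratio than miR-382. The log2 ratios of these 30 had a median of 0.45 and an SD of 0.55, so the ratio of miR-382 lay slightly more than 1 SD below that median. With 1 array per group, the difference cannot be set against the spread between rats.

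**Figure D2:**
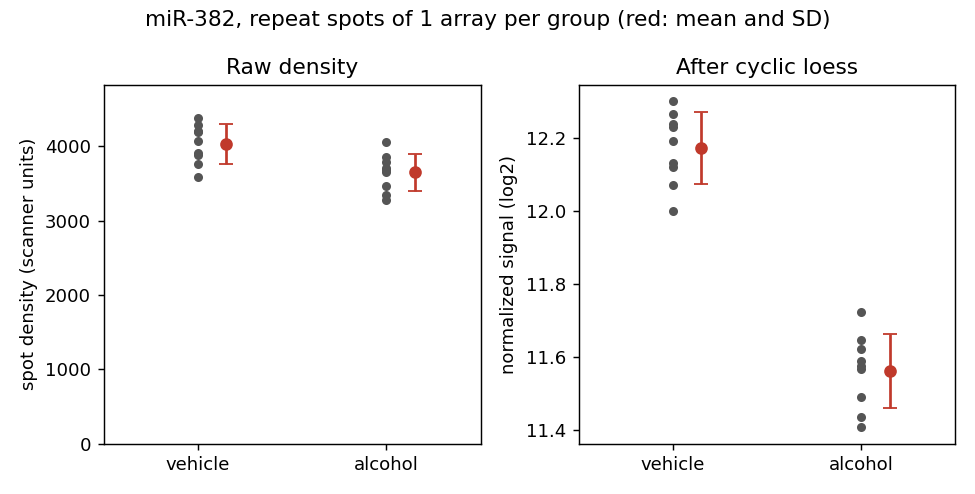
miR-382 on the array of each group, as raw spot density in scanner units on the left and as normalized log2 signal on the right. Grey points are the 9 repeat spots of 1 array, and red marks their mean with the SD over spots. The raw means are 4033 and 3652 with overlapping spots, and the normalized spots of the 2 arrays do not overlap.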

Our microarray data revealed that miR-382 is an abundant miRNA in NAc and its expression was down-regulated after 7-days alcohol injection (*n* = 9, *t*-test *p* = 1.93E-10, compared with that in vehicle-treated controls) (Fig 1). To verify this important discovery, we further determined the levels of miR-382 with the qRT-PCR technique. Notably, miR-382 was decreased by about 50% in alcohol-treated rats, compared with that in vehicle-treated animals (*n* = 9, *t*-test, *p* = 6.53E-9) (Fig 1).

**Figure 1:**
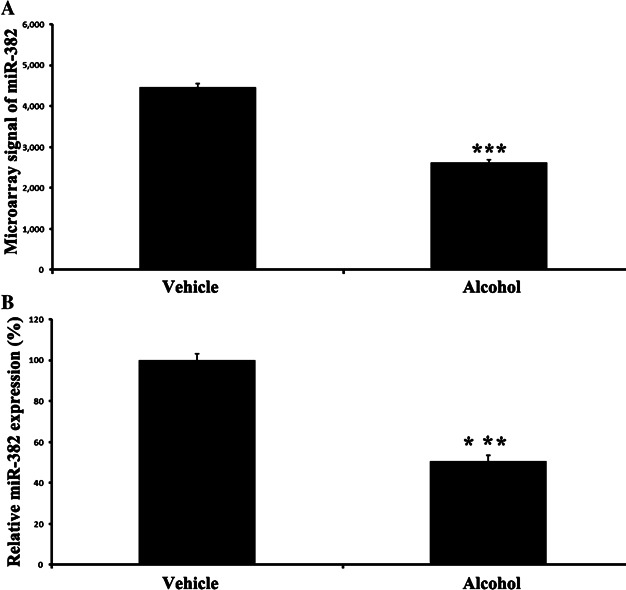
The expression of miR-382 in the nucleus accumbens (NAc) of rats after treatment with alcohol: 18 male rats were treated with vehicle (500 µl saline, i.p. bid) or alcohol (1 g/kg, i.p. bid) Seven days later, the animals were sacrificed and their NAc were isolated for miRNA microarray analysis, and miR-382 measurement by qRT-PCR. ***Student's *t*-test *p* < 0.0001, compared with that in vehicle-treated controls. Values are mean ± SEM from nine rats. miR-382 was decreased in alcohol-treated rats as determined by microarray analysis. *n* = 9, *p* = 1.93E-10.miR-382 was decreased in alcohol-treated rats as determined by qRT-PCR. *n* = 9, *p* = 6.53E-9.

### miR-382 is a critical regulator for the signal molecules, DRD1 and DeltaFosB, in rat NAc

To determine the potential role of miR-382 in alcohol intake, we determined the effect of miR-382 on the expression of DRD1 and DeltaFosB in rat NAc. As expected, 7-days' alcohol injection significantly increased the expression of DRD1 and DeltaFosB in rat NAc both at the protein (Fig 2) (DRD1, *n* = 6, *t*-test, *p* = 0.00106; DeltaFosB, *n* = 6, *t*-test, *p* = 0.00056) and mRNA levels (Fig 2) (*Drd1*, *n* = 6, *t*-test, *p* = 0.00022; *DeltaFosB*, *n* = 6, *t*-test, *p* = 0.00056). Representative Western blots of DRD1 and DeltaFosB from animals treated with vehicle or alcohol were shown in Fig 2.

**Figure 2:**
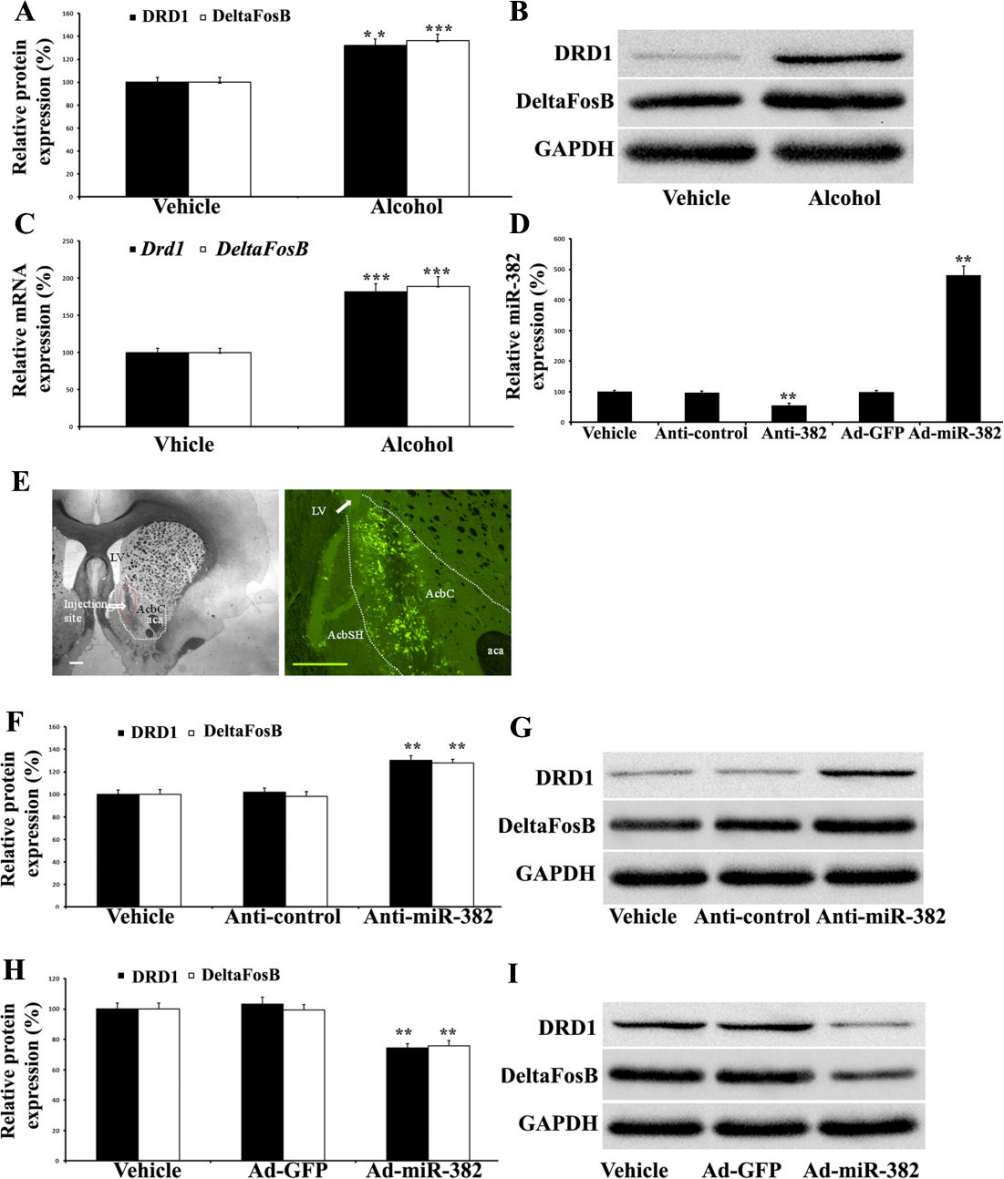
The effect of miR-382 on the expression of DRD1 and DeltaFosB in rat NAc: **p < 0.01, ***p < 0.001, Student's *t*-test Source data is available for this figure in the Supporting Information. Seven-days' alcohol injection (1 g/kg, i.p. bid) significantly increased the expression of DRD1 (*p* = 0.00106) and DeltaFosB (*p* = 0.00056) in rat NAc at the protein level. Values are mean ± SEM from 6 independent experiments (*n* = 6), compared with that in vehicle-treated controls.Representative Western blots of DRD1 and DeltaFosB from animals treated with vehicle or alcohol.Alcohol injections significantly increased the expression of DRD1 (*p* = 0.00022) and DeltaFosB (*p* = 0.00047) in rat NAc at the mRNA level. Values are mean ± SEM from 6 independent experiments (*n* = 6), compared with that in vehicle-treated controls.miR-382 expression in rat NAc was down-regulated by LNA-anti-miR-382 (Anti-miR-382) (*p* = 0.00133), but was up-regulated by Ad-miR-382 (*p* = 0.00102). Values are mean ± SEM from 4 independent experiments (*n* = 4), compared with that in the controls [LNA-anti-miR-382 control (Anti-control), and Ad-GFP].Left panel: view of injection site. Right panel: fluorescent image of GFP (green colour) in NAc at 5 days after microinjection of Ad-GFP. Injected Ad-GFP was limited to core region. Note: 40 µm slices, scale bar = 500 µm. aca, anterior commissure; AcBC, nucleus accumbens core; AabSH, nucleus accumbens shell; LV, lateral ventricle.The expression of DRD1 (*p* = 0.00057) and DeltaFosB (*p* = 0.0004) in rat NAc was increased by LNA-anti-miR-382. Values are mean ± SEM from 6 independent experiments (*n* = 6), compared with that in controls (Anti-control).Representative Western blots of DRD1 and DeltaFosB from animals treated with vehicle, anti-control or Anti-miR-382.Overexpression of miR-382 via Ad-miR-382 decreased the expression of DRD1 (*p* = 0.00041) and DeltaFosB (*p* = 0.00087) in rat NAc. Values are mean ± SEM from 6 independent experiments (*n* = 6), compared with that in control (Ad-GFP).Representative Western blots of DRD1 and DeltaFosB from animals treated with vehicle, Ad-GFP or Ad-miR-382.

To test the effects of miR-382 on the expression of DRD1 and DeltaFosB, both gain-of-function and loss-of-function approaches were applied. In this experiment, LNA-anti-miR-382 was used to knock-down its expression and Ad-miR-382 was used to up-regulate its expression. Vehicle control, LNA-anti-miR-382 control, adenovirus control (Ad-GFP), LNA-anti-miR-382 or Ad-miR-382, was injected into the NAc via microinjection. As shown in Fig 2, miR-382 level in rat NAc was successfully down-regulated by LNA-anti-miR-382 (*n* = 4, *t*-test, *p* = 0.00133), but was up-regulated by Ad-miR-382 (*n* = 4, *t*-test, *p* = 0.00102). To further confirm that the miRNA modulators we injected were located in the area of NAc, fluorescent signals of the injected Ad-GFP (green colour) were detected in brain sections by a fluorescent microscopy. As shown in Fig 2, the injected-adenoviruses were indeed localized in the area of NAc. In addition, the injected-Ad-miR-382 increased miR-382 expression in NAc, but not in the neighbouring brain areas (Supporting Information Fig S1).

Interestingly, the expression of DRD1 (*n* = 6, *t*-test, *p* = 0.00057) and DeltaFosB (Fig 2) (*n* = 6, *t*-test, *p* = 0.0004) in rat NAc was significantly increased by the LNA-anti-miR-382. Representative Western blots of DRD1 and DeltaFosB from animals treated with vehicle, anti-control or Anti-miR-382 were shown in Fig 2. In contrast, overexpression of miR-382 via Ad-miR-382 decreased the expression of DRD1 (*n* = 6, *t*-test, *p* = 0.00041) and DeltaFosB (*n* = 6, *t*-test, *p* = 0.00087) (Fig 2). Representative Western blots of DRD1 and DeltaFosB from animals treated with vehicle, Ad-GFP or Ad-miR-382 were shown in Fig 2. The results suggested that miR-382 is a critical regulator for both DRD1 and DeltaFosB in rat NAc.

### *Drd1* is a direct target gene of miR-382 and is a regulator for the expression of DeltaFosB

Although miR-382 has a strong regulatory effect on the expression of DeltaFosB, computational analysis failed to find any binding sites for miR-382 in its mRNA sequence. Thus, *DeltaFosB* might not be a direct target gene of miR-382. We next performed the computational analysis on *Drd1* and found it has a miR-382 binding site at its 3′-UTR (Fig 3). The result suggests *Drd1* might be a potential direct target gene of miR-382.

**Figure 3:**
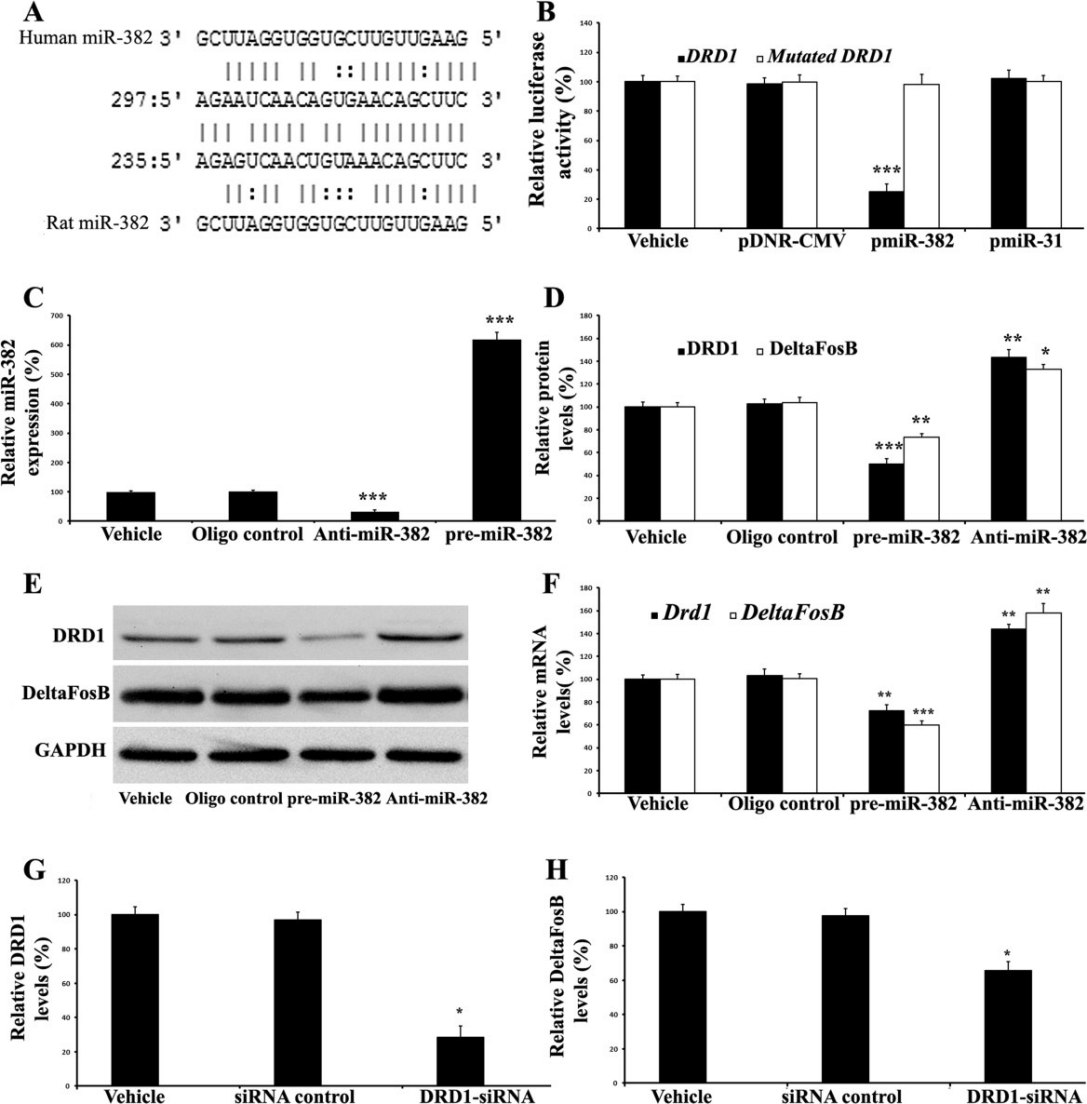
*Drd1* is a direct target gene of miR-382 and is a regulator for the expression of DeltaFosB in cultured CAD cells: **p < 0.01, ***p < 0.001, Student's *t*-test Source data is available for this figure in the Supporting Information. *Drd1* is a potential target gene of miR-382 predicted by computational analysis.The luciferase reporter construct, containing the putative miR-382 binding sequence from 3′-UTR of rat *Drd1* gene, was transfected into HEK293 cells with vehicle (Vehicle), an empty vector (pDNR-CMV), miR-382 (pmiR-31) or a control plasmid expressing an unrelated miRNA, miR-31 (pmiR-31). The construct with mutated fragment of the 3′-UTR of *Drd1* mRNA without the putative miR-382 binding sequences was used as the mutated control (mutated *Drd1*), pmiR-382, but not pmiR-31 or pDNR-CMV, inhibited luciferase activity (*p* = 1.17571599413E-6). Values are mean ± SEM from 6 independent experiments (*n* = 6), compared with that in control (pDNR-CMV). In the mutated control group, the inhibitory effect of pmiR-miR-382 on luciferase activity disappeared. Values are mean ± SEM from 3 independent experiments (*n* = 3), compared with that in control (pDNR-CMV).The expression of miR-382 in cultured CAD cells was modulated by LNA-anti-miR-382 (Anti-miR-382) and pre-miR-382. Vehicle and control oligos (oligo control) were used as controls. miR-382 expression was down-regulated by LNA-anti-miR-382 (*p* = 5.08726615734E-5), but was up-regulated by pre-miR-382 (*p* = 1.69645597989E-5). Values are mean ± SEM from 5 independent experiments (*n* = 5), compared with that in control (oligo control).At protein level, pre-miR-382 decreased the expression of DRD1 (*p* = 2.44969469509E-5) and DeltaFosB (*p* = 0.0008). In contrast, the expression of DRD1 (*p* = 0.00089) and DeltaFosB (*p* = 0.00149) was increased by LNA-anti-miR-382 (Anti-miR-382). Values are mean ± SEM from 5 independent experiments (*n* = 5), compared with that in oligo control.Representative Western blots of DRD1 and DeltaFosB.pre-miR-382 decreased, whereas Anti-miR-382 increased the expression of *Drd1* (*p* = 0.00416 and 0.00039) and *DeltaFosB* (*p* = 7.21292762637E-5 and 0.00027) at mRNA level. Values are mean ± SEM from 5 independent experiments (*n* = 5), compared with that in oligo control.DRD1 protein was knocked-down by its siRNAs (DRD1-siRNA) (*p* = 0.00137). Values are mean ± SEM from 3 independent experiments (*n* = 3), compared with that in siRNA control.DeltaFosB protein was decreased via knocking-down of DRD1 by its siRNAs (*p* = 0.00817). Values are mean ± SEM from 3 independent experiments (*n* = 3), compared with that in siRNA control.

Luciferase assay was performed to test whether or not the miR-382 could bind to and inhibit *Drd1*expressioin. As shown in Fig 3, miR-382 indeed could inhibit the luciferase activity (*n* = 6, *t*-test, *p* = 1.17571599413E-6). In the mutated control group, the inhibitory effect of miR-382 on luciferase activity in HEK 293 cells disappeared (Fig 3).

To further confirm that *Drd1* is a direct target gene in neuronal cells, the expression of miR-382 in cultured CAD cells was modulated by LNA-anti-miR-382 (*n* = 5, *t*-test, *p* = 5.08726615734E-5) and pre-miR-382 (*n* = 5, *t*-test, *p* = 1.69645597989E-5) (Fig 3). At the protein level, we found that pre-miR-382 decreased the expression of DRD1 (*n* = 5, *t*-test, *p* = 2.44969469509E-5) and DeltaFosB (*n* = 5, *t*-test, *p* = 0.0008). In contrast, the expression of DRD1 (*n* = 5, *t*-test, *p* = 0.00089) and DeltaFosB (*n* = 5, *t*-test, *p* = 0.00149) was increased by LNA-anti-miR-382 (Anti-miR-382) (Fig 3). Representative Western blots of DRD1 and DeltaFosB were shown in Fig 3). At the mRNA level, we also found that pre-miR-382 decreased, whereas Anti-miR-382 increased the expression of *Drd1* (*n* = 5, *t*-test, *p* = 0.00416 and *n* = 5, *t*-test, *p* = 0.00039) and *DeltaFosB* (*n* = 5, *t*-test, *p* = 7.21292762637E-5 and *n* = 5, *t*-test, *p* = 0.00027) (Fig 3). The results suggest that DeltaFosB might be a downstream signal molecule of DRD1. To further verify this discovery, the expression DRD1 in CAD cells was knocked-down by its siRNAs (*n* = 3, *t*-test, *p* = 0.00137) (Fig 3). As expected, the expression of DeltaFosB was down-regulated by inhibition of DRD1 (*n* = 3, *t*-test, *p* = 0.00817) (Fig 3).

### Overexpression of miR-382 via adenovirus-mediated gene transfer is sufficient to inhibit alcohol-induced up-regulation of the DRD1 and DeltaFosB in rat NAc

This experiment is for answering an important question: whether or not the alcohol-induced up-regulation of DRD1 and DeltaFosB can be prevented by overexpression of miR-382. Three days before alcohol administration, 4 µl of vehicle, Ad-GFP or Ad-miR-382 (1 × 10^9^ pfu/ml) was infused into the NAc of rats. Then, the animals were divided into the following groups: vehicle-treated rats without alcohol administration (vehicle group); Ad-GFP-treated rats without alcohol administration (Ad-GFP group); Ad-GFP-treated rats with alcohol administration (Alcohol + Ad-GFP group) and Ad-miR-382-treated rats with alcohol administration (Alcohol + Ad-miR-382 group). Severn days later, the rat NAc were isolated.

The successful up-regulation of miR-382 via Ad-miR-382 was verified by qRT-PCR (*n* = 3, *t*-test, *p* = 0.00076) (Fig 4). Representative Western blots in rat NAc from different treatments were shown in Fig 4. Clearly, alcohol administration increased the expression of DRD1 (*n* = 5, *t*-test, *p* = 0.00616) and DeltaFosB (*n* = 5, *t*-test, *p* = 0.00087) (note: Alcohol + Ad-GFP group compared with Ad-GFP group). However, the alcohol-induced up-regulation of DRD1 (*n* = 5, *t*-test, *p* = 0.0002) and DeltaFosB (*n* = 5, *t*-test, *p* = 0.00012) was prevented by the overexpression of miR-382 (note: Alcohol + Ad-miR-382 group compared with Alcohol + Ad-GFP group) (Fig 4).

**Figure 4:**
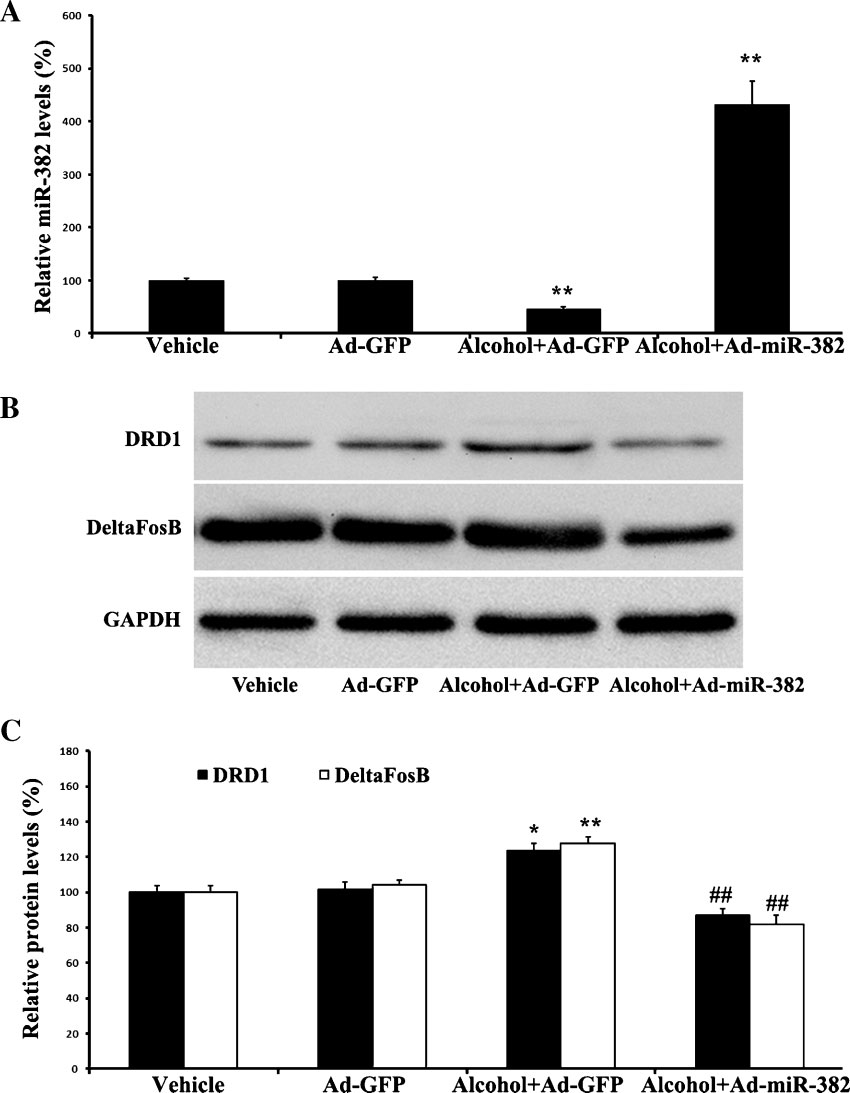
Overexpression of miR-382 is sufficient to inhibit alcohol-induced up-regulation of DRD1 and DeltaFosB in rat NAc: *p < 0.01, **p < 0.001, ##*p* < 0.001, Student's *t*-test Source data is available for this figure in the Supporting Information. At 3 days before alcohol administration, 4 µl of vehicle, Ad-GFP or Ad-miR-382 (1 × 10^9^ pfu/ml) was infused into the NAc of rats. Then, the animals were divided into the following groups: Vehicle-treated rats without alcohol administration (Vehicle); Ad-GFP-treated rats without alcohol administration (Ad-GFP); Ad-GFP-treated rats with alcohol administration (Alcohol + Ad-GFP) and Ad-miR-382-treated rats with alcohol administration (Alcohol + Ad-miR-382). Severn days later, the rat NAc were isolated. The successful modulation of miR-382 expression by Ad-miR-382. Alcohol decreased the expression of miR-382 in rat NAc (*p* = 0.00076). Values are mean ± SEM from 3 independent experiments (*n* = 3), Alcohol + Ad-GFP compared with that in Ad-GFP control. Ad-miR-382 increased the expression of miR-382 in NAc of rats with alcohol administration (*p* = 0.00079). Values are mean ± SEM from 3 independent experiments (*n* = 3), Alcohol + Ad-miR-382 compared with that in Alcohol + Ad-GFP control.Representative Western blots in rat NAc from different treatments.Downregulation of DRD1 and DeltaFosB via overexpression of miR-382 in NAc. Alcohol administration increased the expression of DRD1 (**p = 0.00616) and DeltaFosB (**p = 0.00087). Values are mean ± SEM from 5 independent experiments (*n* = 5), Alcohol + Ad-GFP compared with that in Ad-GFP control. Overexpression of miR-382 via Ad-miR-382 prevented alcohol-induced up-regulation of DRD1 (##*p* = 0.0002) and DeltaFosB (##*p* = 0.00012) in rat NAc. Values are mean ± SEM from 5 independent experiments (*n* = 5), Alcohol + Ad-miR-382 compared with that in Alcohol + Ad-GFP control.

### Overexpression of miR-382 via Ad-miR-382 is sufficient to inhibit the voluntary intake of and the preference for alcohol in rats under the intermittent access two-bottle choice drinking paradigm

This experiment was to determine whether the changes of miR-382 expression in the NAc could affect the drinking behaviour. Male rats (*n* = 24) were first trained to drink 20% ethanol under the intermittent access two-bottle choice paradigm. When rats maintained a stable baseline level of alcohol (ethanol) consumption (4.3 ± 0.2 g/kg/24 h) for 4 weeks (12 drinking sessions in total), they were randomly divided into three groups which received infusion of Ad-miR-382, control adenovirus Ad-GFP or vehicle (saline), respectively, into the NAc as described above. The successful up-regulation of miR-382 via Ad-miR-382 was verified by qRT-PCR at 7 days after alcohol drinking (Supporting Information Fig S2). The successful modulation of DRD1 and DeltaFosB via Ad-miR-382 was verified by Western blot analysis at 7 days after alcohol drinking (Supporting Information Fig S3). Seven days later, the rats were allowed to resume alcohol (ethanol) consumption under the same drinking paradigm. As illustrated in Fig 5, in the group which received Ad-miR-382, the voluntary intake of alcohol was significantly reduced, as demonstrated by the decreased overall main effect of treatment, main effect of day, and the significant treatment by day interaction on alcohol consumption. The reduction of alcohol intake started on the 7th day after Ad-miR-382 infusion into the NAc, and sustained during the 18-day period of observation (*n* = 8, two-way ANOVA, 7 days: *p* = 0.00039; 9 days: *p* = 0.00046; 11 days: *p* = 0.00057; 13 days: *p* = 0.00026; 17 days: *p* = 0.00018; 19 days: *p* = 0.00098; 21 days: *p* = 0.013; 23 days: *p* = 0.0035) (Fig 5). In addition, the reduction of alcohol intake was paralleled by a significant decrease in the preference for alcohol during the 18-day period of observation (*n* = 8, two-way ANOVA, 7 days: *p* = 0.0037; 9 days: *p* = 0.0041; 11 days: *p* = 0.0029; 13 days: *p* = 0.0015; 17 days: *p* = 0.0088; 19 days: *p* = 0.0068; 21 days: *p* = 0.018; 23 days: *p* = 0.0029) (Fig 5). In contrast, the control adenovirus, Ad-GFP had no effect on either the intake of (Fig 5) or the preference for alcohol (ethanol) (Fig 5). Interestingly, Ad-miR-382 did not significantly alter the water consumption (Fig 5) or the total fluid intake (Fig 5).

**Figure 5:**
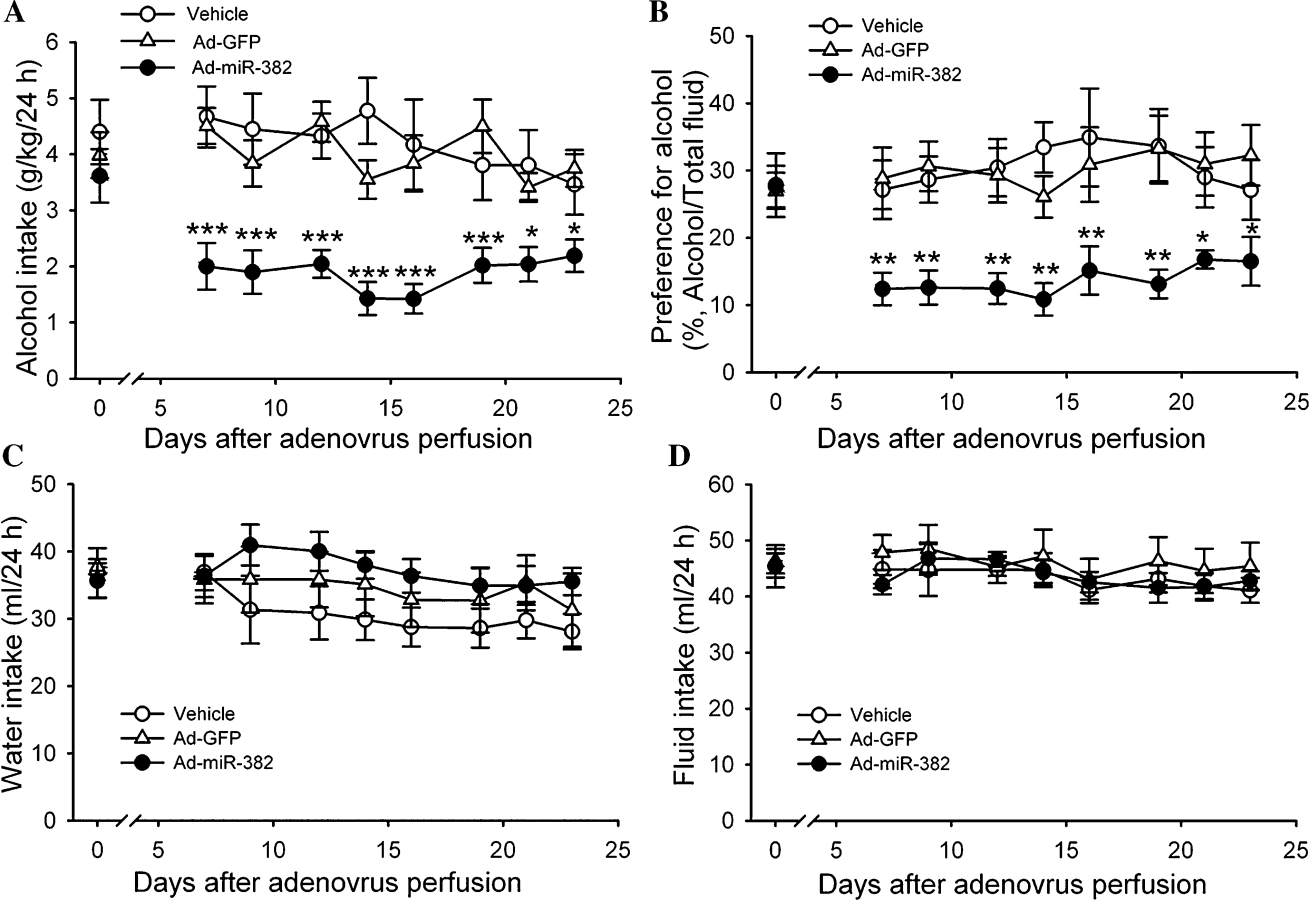
Overexpression of miR-382 is sufficient to inhibit the voluntary intake of and the preference for alcohol in rats: the animals (total *n* = 24) under the intermittent access two-bottle choice drinking paradigm were randomly divided into three groups which received infusion of Ad-miR-382, control adenovirus Ad-GFP or vehicle (saline), respectively, into the NAc Seven days later, the rats were allowed to resume ethanol consumption under the same drinking paradigm. The successful up-regulation of miR-382 via Ad-miR-382 was verified by qRT-PCR at 7 days after drinking (Supporting Information Fig S1). The successful modulation of DRD1 and DeltaFosB via Ad-miR-382 was verified by Western blot analysis at 7 days after drinking (Supporting Information Fig S2). The voluntary intake of alcohol was reduced via Ad-miR-382 at all points (7 days: *p* = 0.00039; 9 days: *p* = 0.00046; 11 days: *p* = 0.00057; 13 days: *p* = 0.00026; 17 days: *p* = 0.00018; 19 days: *p* = 0.00098; 21 days: *p* = 0.013; 23 days: *p* = 0.0035).Ad-miR-382 decreased the preference for alcohol at all points (7 days: *p* = 0.0037; 9 days: *p* = 0.0041; 11 days: *p* = 0.0029; 13 days: *p* = 0.0015; 17 days: *p* = 0.0088; 19 days: *p* = 0.0068; 21 days: *p* = 0.018; 23 days: *p* = 0.0029).Ad-miR-382 did not alter the water consumption.Ad-miR-382 did not alter the total fluid intake. Values are mean ± SEM from 8 independent experiments (*n* = 8), compared with that in Ad-GFP control. *p < 0.05, **p < 0.01 ***and *p* < 0.001, two-way ANOVA with repeated measure.

### Overexpression of miR-382 influences responses of MSNs in NAc slices to DRD1 activation

The above experiments indicate that miR-382 in the NAc has a particularly critical role in mediating the behavioural responses to alcohol. To determine the potential cellular modifications via miR-382 that could cause its behavioural effects, male rats (*n* = 12) were randomly divided into three groups (*n* = 4 for each) which received infusion of Ad-miR-382, control adenovirus Ad-GFP or vehicle, respectively, into the NAc as described above. Seven days later, the rats were sacrificed, their brains were removed and brain slices were prepared. The successful up-regulation of miR-382 via Ad-miR-382 was verified by qRT-PCR (*n* = 3, *t*-test, *p* = 0.00125) (Fig 6). Electrical activities were recorded using whole-cell recordings in current-clamp mode in MSNs from the NAc in acute brain slices. When compared to cells in saline injected rats, neither Ad-miR-382, nor control adenovirus Ad-GFP altered the MSNs' passive membrane properties, resting potential or action potential waveform (Supporting Information Table S2). We next tested their response to DRD1 activation. The application of the DRD1 agonist of SKF38393 (1 µM) increased the action potential responses to current injection of the MSNs in rats that received NAc injections of either the control adenovirus Ad-GFP or the vehicle, but not in rats that received Ad-miR-382 injection (*n* = 4, two-way ANOVA, *p* = 0.00654) (Fig 6).

**Figure 6:**
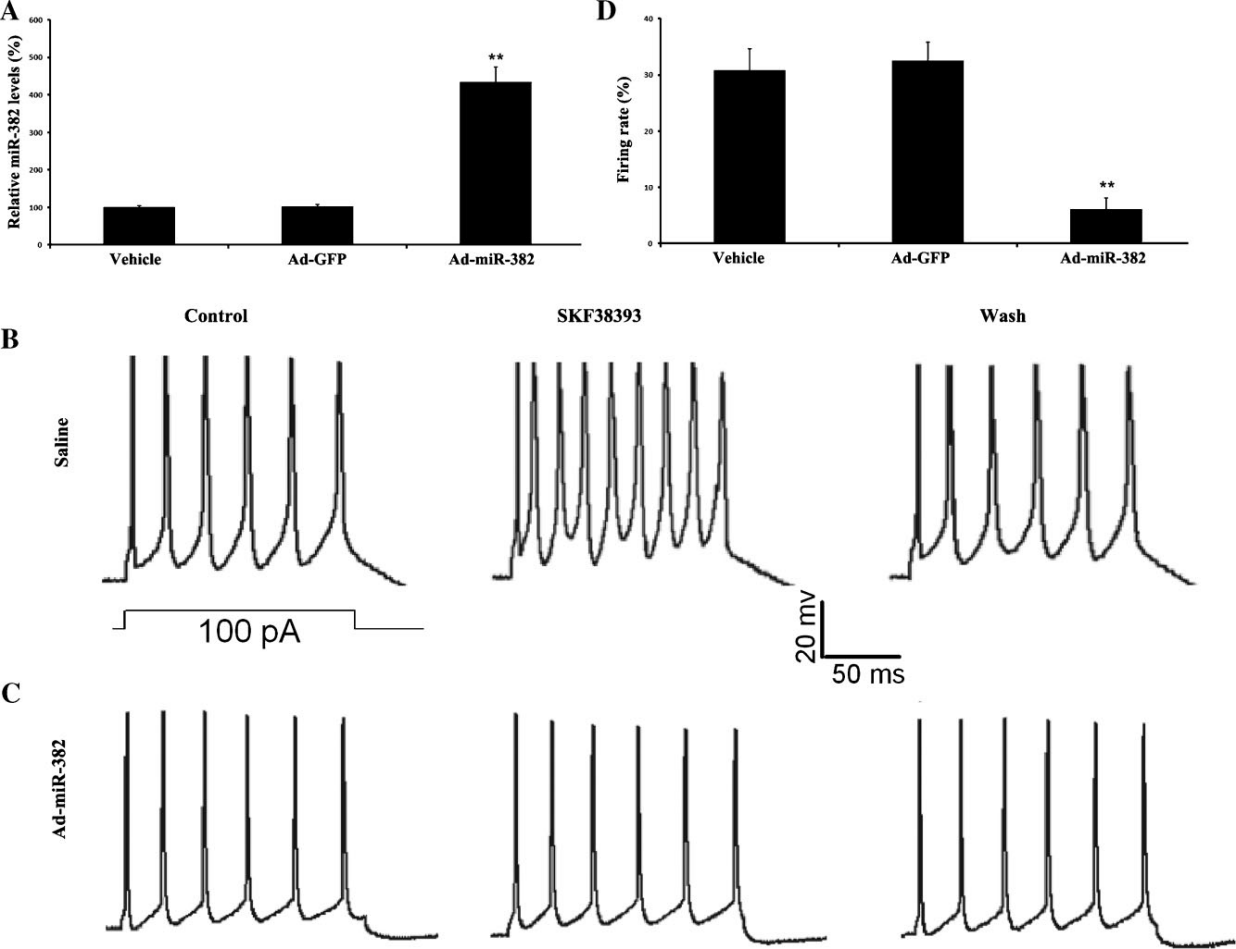
Overexpression of miR-382 influences responses of MSNs in NAc slices to DRD1 activation: 4 µl of vehicle, Ad-GFP or Ad-miR-382 (1 × 10^9^ pfu/ml) was infused into the NAc of rats Severn days later, the NAc were isolated. **A-C.** The successful modulation of miR-382 expression by Ad-miR-382. Ad-miR-382 increased the expression of miR-382 in NAc of rats (*p* = 0.00125). Values are mean ± SEM from 3 independent experiments (*n* = 3), compared with that in Ad-GFP control. *p < 0.01, Student's *t*-test. Sample voltage traces in response to current injections (inset) from a MSN in acute brain slices of rats which received infusion of saline (B) and Ad-miR-382 (C), respectively. While the application of 1 µM SKF38393, the DRD1 agonist increased the firing rate of the MSN of rats that received saline injection, this was not seen in rats received Ad-miR-382 injection.**D.** Summary graphs showing that Ad-miR-382 NAc injection attenuated the firing rate of MSNs–induced by 1 µM SKF38393 (*p* = 0.00654). Values are mean ± SEM from 4 independent experiments (*n* = 4), compared with that in Ad-GFP control. **p < 0.01, two-way ANOVA.

## DISCUSSION

It is well established that although the original addictive drugs, reagents or factors are diverse, in view of molecular mechanisms, they could finally induce addiction by modulating the genes in the brain (Nestler, 2005). Indeed, alcohol addiction is a complex process in which many genes such as Drd1 and *DeltaFosB* are involved (Camarini et al, 2011; Marttila et al, 2007; Morikawa and Morrisett, 2010). However, how these abuse-related genes are regulated under the condition of alcohol intake is still unclear.

MiRNAs are a new layer of gene regulators that directly regulate over 30% of genes in a cell via degradation or translational inhibition of their target mRNAs (Ambros, 2004; Lewis et al, 2005). Moreover, much more genes can also be regulated indirectly by miRNAs. Thus, it is reasonable that miRNAs may play important roles in the regulation of abuse-related genes and in the pathogenesis of alcohol addiction. The potential involvement of miRNAs in alcohol intake was suggested by the following two recent reports: In cultured rodent neurons, alcohol is found to be able to up-regulate the miR-9 and down-regulate the expression of its target gene, alpha subunit of BK channel, which is a molecule related to the alcohol addiction (Pietrzykowski et al, 2008). Another report demonstrated that the artificial microRNA-based neurokinin-1 receptor gene silencing reduces alcohol consumption in mice (Baek et al, 2010).

To provide the direct evidence that miRNAs are involved in alcohol intake, we determined the expression profile of miRNAs in rat NAc after treatment with alcohol. The results clearly showed that multiple miRNAs were aberrantly expressed in NAc from alcohol-treated rats. Among them, miR-382 was found to be down regulated by about 50% after treatment with alcohol.

To determine the potential role of miR-382 in alcohol intake, the effect of miR-382 on the expression of DRD1 and DeltaFosB in rat NAc was determined. The expression of both DRD1 and DeltaFosB in rat NAc was significantly up-regulated after treatment with alcohol. Both gain-of-function and loss-of-function approaches have demonstrated that miR-382 was a strong regulator for the expression of both DRD1 and DeltaFosB in rat NAc. Moreover, the alcohol-mediated up-regulation of DRD1 and DeltaFosB was significantly inhibited by overexpression of miR-382.

DRD1 and DeltaFosB are two critical molecules related to alcohol abuse as described in Section 1. Our computational analysis and experimental approach have demonstrated that *Drd1* might be a direct target gene of miR-382. However, the computational analysis failed to find any binding sites of miR-382 in the mRNA of *DeltaFosB*. The result indicates that *DeltaFosB* might not be a direct target gene for miR-382. Based on the results, we hypothesize that DRD1 might be an upstream signal molecule for DeltaFosB and miR-382-mediated effect on the expression of DeltaFosB might be induced by DRD1. This hypothesis is supported by the following studies: first, DRD1 activation via abuse-related drugs or DRD1 agonists is able to increase the expression of DeltaFosB (Chocyk et al, 2006; Doucet et al, 1996; Hu et al, 2002; Kim et al, 2009). Second, the addictive psychostimulant-induced expression of DeltaFosB can be attenuated or abolished by DRD1 antagonist (Chocyk et al, 2006; Muller and Unterwald, 2005; Sun et al, 2008). In addition, dopamine precursor molecule 3,4-dihydroxyphenyl-l-alanine (l-DOPA)-induced dyskinesias and up-regulation of DeltaFosB can be blocked by genetic inactivation of DRD1 (Darmopil et al, 2009). Moreover, DRD1-induced events such as priming can be effectively inhibited by knockdown of DeltaFosB (Crocker et al, 1998). To further verify that the DRD1 is an upstream molecule of DeltaFosB, the expression of DRD1 was knocked-down in cultured CAD cells via its siRNA. As expected, the expression of DeltaFosB was significantly inhibited in these cells (Fig 3).

The role of miR-382 in alcohol intake was determined in rats using an intermittent access two-bottle choice drinking paradigm. We found that overexpression of miR-382 in rat NAc via adenovirus-mediated gene transfer is sufficient to inhibit the voluntary intake of and preference for alcohol in these rats.

The NAc plays critical roles in many drugs of abuse including alcohol (Cadoni and Di Chiara, 2007; Goto and Grace, 2008; Nestler, 2001). It is well-known that dopamine is a fundamental modulator of NAc MSN activity via both the D1-like (D1R) and D2-like (D2R) DA receptors (Hara and Pickel, 2005). In the current study, we showed that SKF38393 increased the firing of NAc MSNs using the patch clamp technique, which is consistent with recent finding that DRD1 activation is able to induce membrane depolarization (Podda et al, 2010). Although DRD1 was still expressed at very low level in miR-382-overexprssed NAc, the changes in excitability of NAc MSNs caused by DRD1 activation had been completely blocked. We think that there are two possibilities for this discrepancy. First, the changes in excitability of NAc MSNs may require a significant amount of basal DRD1. Second, although miR-382-DRD1 is a critical pathway for DRD1-mediated effect on MSN firing, miR-382 may also have other unidentified targets that could also affect the DRD1 agonist-mediated effect on MSN excitability.

Advances in the fields of genomics and genetics in the last decade have identified a large number of genes that can potentially influence alcohol-drinking behaviour in humans as well as animal models. However, it is still unclear how these genes are regulated under the conditions of alcohol use and abuse. The discovery of miRNAs and their fine-tuned control of multiple gene expression at the post-transcription level may represent an important molecular mechanism responsible for alcohol abuse-related neuroadaptive changes at functional, neurochemical and structural levels (Miranda et al, 2010). However, the detailed effect of individual miRNA on alcohol intake/abuse and its target genes still need to be defined.

In summary, the expression profile of miRNAs in rat NAc after treatment with alcohol was identified. The results suggest that multiple miRNAs may be involved in alcohol-mediated gene expression in NAc. Among them, miR-382 is an important regulator and participator in alcohol intake via its direct target gene Drd1 and its downstream signal molecule DeltaFosB. MiRNAs may be novel therapeutic targets for alcohol addiction.

## MATERIALS AND METHODS

### Animals

Male Sprague-Dawley rats (weight 150–180 g at the start of the experiments) were used for this experiment. All animals were housed in separate cages in 12-h light and 12-h dark periods with free access to water and food. The animal protocol was approved by the Institutional Animal Care and Use Committee and was consistent with the Guide for the Care and Use of Laboratory Animals (NIH publication 85–23, revised 1985).

### Administration of alcohol

Rats were treated with vehicle (saline) or alcohol (ethanol) (1 g/kg) by intraperitoneal (i.p.) injection twice per day for seven days.

### Generation of the adenovirus expressing miR-382 (Ad-miR-382) and control adenovirus expressing GFP (Ad-GFP)

Ad-miR-382 and Ad-GFP were generated using ViraPower™ Adenoviral Gateway Expression system (Invitrogen, CA) according to the manufacturer's protocols as described previously (Cheng et al, 2009).

### Regulation of the miR-382 expression in rat NAc via microinjection

The expression of miR-382 in rat NAc was down-regulated via its specific antisense, the locked-nucleic-acid-modified antisense oligonucleotide for miR-382 (LNA-anti-miRNA-382), and was up-regulated via Ad-miR-382. LNA-anti-miR-382 and its negative random oligonucleotide control (LNA-anti-miR-382 control) were synthesized by Integrated DNA Technologies. The sequence of the LNA-anti-miR-382 is: 5′mCmGmAmAmUmCmCmAmCmCmAmCmGmAmAmCmAmAmCmUmUmC-3′. 

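The array probe for miR-382 is listed with the mature target sequence GAAGUUGUUCGUGGUGGAUUCG, which has 22 nucleotides and a GC content of 50.0%. Written without its chemical modifications, the antisense oligonucleotide reads CGAAUCCACCACGAACAACUUC, also 22 nucleotides. It is the exact reverse complement of the listed target over its whole length.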

LNA-anti-miR-382, Ad-miR-382 or their controls (vehicle, LNA-anti-miR-382 control, or Ad-GFP) was injected into the NAc via microinjection. Briefly, the rats were anesthetized with ketamine (80 mg/kg, i.p.) and were placed in a stereotaxic apparatus with the incisor bar set at 3.3 mm below the interaural line. Two small holes were made in the skull using a dental drill. The vehicle (4 µl saline), LNA-anti-miR-382 (4 µl, 100 µM in 1% transfection reagent), LNA-LNA-anti-miR-382 control (4 µl, 100 µM in 1% transfection reagent), Ad-miR-382 (4 µl, 1 × 10^9^ pfu/ml) or the control virus (4µl, Ad-GFP) was injected bilaterally into NAc core with two 10 µl Hamilton syringe at a rate of 0.1 µl/min. The incisions were closed after treatments.

### Sacrifice of animals, tissue preparation and fluorescent images

The rats were sacrificed by decapitation at the end of experiments. Rat brains were rapidly isolated and the frozen brain sections included the core and shell subdivisions of the NAc were cut as described previously (Xiong et al, 2011). To detect the location of the injected adenovirus, the fluorescent signals of the adenovirus-expressed GFP were determined in brain sections by a fluorescent microscopy (Nikon) equipped with a CCD camera and image software.

### Catecholaminergic neuronal cell (CAD cell) culture, the expression modulation of miR-382 and knockdown of DRD1

CAD cells were grown in DMEM/F-12 medium, supplemented with 8% FBS and 1% penicillin–streptomycin on standard tissue culture dishes in a humidified 5% CO_2_ incubator. CAD cells were passaged every 3–4 days by pipetting cells from a confluent plate and triturating them in 5 ml of fresh medium.

Oligo transfection was performed according to the established protocol (Cheng et al, 2009, Liu et al, 2009; Ji et al, 2009). Briefly, cells were transfected using a transfection reagent (Qiagen) at 24 h after seeding into the well. Transfection complexes were prepared according to the manufacturer's instructions. For the miR-382 knockdown, LNA-anti-miR-382 was added to the culture media at final oligonucleotide concentration of 50 nM. For the miR-382 up-regulation, pre-miR-382 (Ambion, Inc.) was added directly to the complexes at final oligonucleotide concentration of 10 nM. Vehicle control, and oligo controls for LNA-anti-miR-382 (LNA-anti-miR-382 control) and pre-miR-382 (pre-miR-382 control) were used as controls. To knock-down the DRD1 in CAD cells, the siRNA of DRD1 (DRD1-siRNA, 50 nM) or its negative control (siRNA-control, 50 nM) (Santa Cruz Biotechnology) was added into cultured medium.

### RNA isolation and qRT-PCR

RNAs levels were isolated and determined by qRT-PCR as described previously (Liu et al, 2011; Liu et al, 2012). As an internal control, U6 was used for miR-382 template normalization and GAPDH was used for *DeltaFosB* and *Drd1* template normalization. The PCR primer sequences are listed in Supporting Information Table S1.

**The paper explained**

PROBLEM:

Alcohol addiction is a major social and health concern. Because of the limited understanding of the underlying causes of alcohol addiction, effective strategies for treating alcoholism are still lacking. There is an urgent need to improve our understanding of the molecular mechanisms of alcohol addiction and to develop novel therapeutic strategies for this complex disorder. MicroRNAs (miRNAs) are a novel class of noncoding RNAs that negatively regulate over 30% of genes in a cell with strong biological functions. However, the roles of miRNAs in alcohol addiction are still unclear. The aim of this study is to determine the expression profile of miRNAs in the nucleus accumbens (NAc) of rats treated with alcohol, and the role of an alcohol-regulated miR-382 in alcohol intake as well as the potential molecular mechanisms involved.

RESULTS:

The miRNA microarray analysis has revealed that multiple miRNAs are aberrantly expressed in the NAc of rats after treatment with alcohol. Among them, miR-382 is down-regulated by about 50% in alcohol-treated rats. To determine the biological functions of miR-382, its expression is up-regulated by adenovirus expressing miR-382 (Ad-miR-382) or pre-miR-382, but is down-regulated by its special antisense oligonucleotide (LNA-anti-miRNA-382). In both cultured neuronal cells *in vitro* and in the brain NAc *in vivo*, we have identified that the dopamine receptor D1 (DRD1), an alcohol addiction-related signal molecule, is a direct target gene of miR-382. Via this target gene, miR-382 strongly modulates the expression of another alcohol-related signal molecule, DeltaFosB. Moreover, overexpression of miR-382 significantly attenuates alcohol-induced upregulation of DRD1 and DeltaFosB, decreases voluntary intake of and preference for alcohol, and inhibits the DRD1-induced action potential responses.

IMPACT:

The expression profile of miRNAs in rat NAc after chronic treatment with alcohol is identified. The results suggest that multiple miRNAs may be involved in alcohol-mediated gene expression in NAc. Among them, miR-382 is an important regulator and participator in alcohol intake via its direct target gene *Drd1* and its downstream signal molecule DeltaFosB. miRNAs may be novel therapeutic targets for alcohol addiction.

### Western blot analysis

Proteins isolated from NAc and CAD cells were determined by Western blot analysis. Equal amounts of protein were subjected to SDS-PAGE. A standard Western blot analysis was conducted using DeltaFosB rabbit monoclonal antibody (1:100 dilution; Cell Signalling) and DRD1 rabbit polyclonal antibody (1:1000 dilution; Proteintech) GAPDH antibody (1:5000 dilution; Cell Signalling) was used as a loading control.

### miRNA microarray analysis

After treatment with alcohol and saline for 7 days, miRNAs were isolated from the NAc of rats using the mirVana miRNA isolation kit (Ambion, Inc.). MiRNA expression was determined by miRNA microarray analysis as described previously (Cheng et al, 2007; Ji et al, 2009). Each group had nine rats, and miRNA expression profiling was done by miRNA microarray analysis using a chip containing 300 mature miRNAs (Chip ID miRRat 9.2 version; LC Sciences). The microarray data from this publication have been submitted to the GEO (http://www.ncbi.nlm.nih.gov/geo/) and assigned the identifier GSE47943.

### Luciferase assay

The reporter plasmid, a firefly luciferase reporter construct psiCHECK-2 (Promega, WI) inserted with a fragment of the 3′-UTR of rat *Drd1* mRNA containing the putative miR-382 binding sequence. The construct with mutated fragment of the 3′-UTR of *Drd1* mRNA without the putative miR-382 binding sequences was used as the mutated control. HEK 293 cells were transfected with the construct or the mutated control construct. Then, these HEK 293 cells were treated with vehicle, pDNR-CMV (an empty plasmid, 0.2 µg/ml), pmiR-382 (a plasmid expressing miR-382, 0.2 µg/ml) or pmiR-31 (a plasmid expressing miR-31, 0.2 µg/ml). Forty-eight hours after treatment, cell extract was isolated to measure the luciferase expression on a scintillation counter by using a dual luciferase reporter system (Promega, WI).

### The alcohol intake and preference assay in rats

The alcohol intake and preference were determined by the two-bottle, intermittent alcohol access choice drinking model as described previously (Li et al, 2010; Simms et al, 2008). In Brief, on Monday, Wednesday and Friday, the rats were given 24-h concurrent access to two bottles, one with alcohol (20% v/v) and the other with water. The rats had unlimited access to two bottles of water on the remaining days of each week. Bottle position was randomly assigned for each alcohol drinking session. The amount of alcohol consumed was determined by bottle weight (g) before and after the 24 h of alcohol access, and the water consumed was determined by water volume before and after the 24 h of access.

After 18 alcohol access sessions, vehicle (4 µl saline), control adenovirus Ad-GFP (4 µl, 1 × 10^9^ pfu/ml) or Ad-miR-382 (4 µl, 1 × 10^9^ pfu/ml) was injected into rat NAc via microinjection as described. Seven days after treatments, rats were again allowed access to the intermittent-access 20% alcohol procedure for seven drinking sessions.

### Slice preparation for electrophysiology recordings

The brain slices were cut from the anesthetized and decapitated Sprague-Dawley rats using a VF-200 slicer as described previously (Jiang et al, 2004; Ye et al, 2006). These brain slices were prepared in the ice-cold glycerol-based artificial cerebrospinal fluid (ACSF) (carbogen) and were allowed to recover for at least 1 h before the electrophysiology recordings at 32°C in carbogen-saturated regular ACSF containing 125 mM NaCl, 1.6 mM KCl, 1.2 mM NaH_2_PO_4_, 1.2 mM MgCl_2_, 2.4 mM CaCl_2_, 25 mM NaHCO_3_ and 11 mM glucose, and saturated with 95%O_2_/5%CO_2_ (Ye et al, 2006).

### Patch-clamp electrophysiology

Whole-cell recordings from medium spiny neurons (MSNs) located in the NAc shell and core were obtained under visual control on a differential interference contrast, upright microscope with infrared illumination (Ye et al, 2006). Signals were recorded with MultiClamp 700A amplifiers (Axon Instruments, Forster City, CA), a Digidata 1320A A/D converter (Axon Instruments) and pCLAMP 9.2 software (Axon Instruments). Data were filtered at 1 kHz and sampled at 5 kHz. A single slice was transferred to the 0.4 ml recording chamber, where it was stabilized by a platinum ring. Throughout the experiments, the bath was continually perfused with carbogenated ACSF (1.5–2.0 mL/min). All recordings were made at 32°C, maintained by an automatic temperature controller. Cells were visualized with an upright microscope and near-infrared illumination.

### Statistical analysis

All data are expressed as mean ± SEM (standard error of the mean). All the experiments were repeated independently at least three times except for the behavioural experiments. For relative gene expression, the mean value of vehicle control group is defined as 100%. Two-tailed unpaired Student's *t*-tests and ANOVA were used for statistical evaluation of the data. Behavioural data were analysed using two-way ANOVA with repeated measure, followed by Student-Newman-Keuls *post hoc* test when indicated by significant (*α* = 0.05) main effects or interactions. A *p*-value <0.05 was considered to be significant.

# Supplementary material for: MicroRNA expression profile and functional analysis reveal that miR-382 is a critical novel gene of alcohol addiction
**Source:** EMBO Mol Med. 2013 Jul 22;5(9):1402–14. doi: 10.1002/emmm.201201900
**Supplement:** Supplementary file 2

Source Data for Fig-213

PRD1 → 49 kD

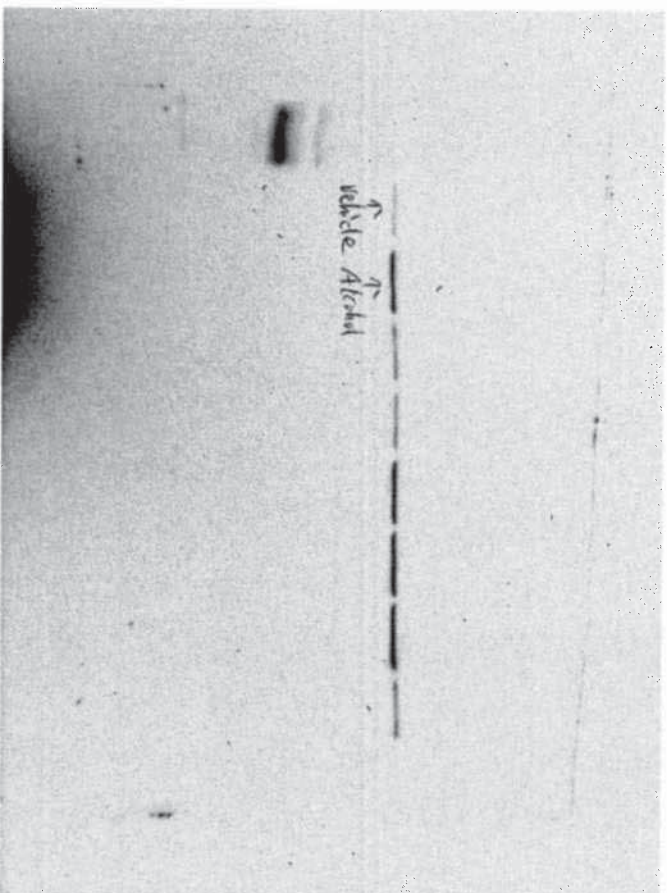

Source Data for Fig-2B

50 kD →  
37 kD →

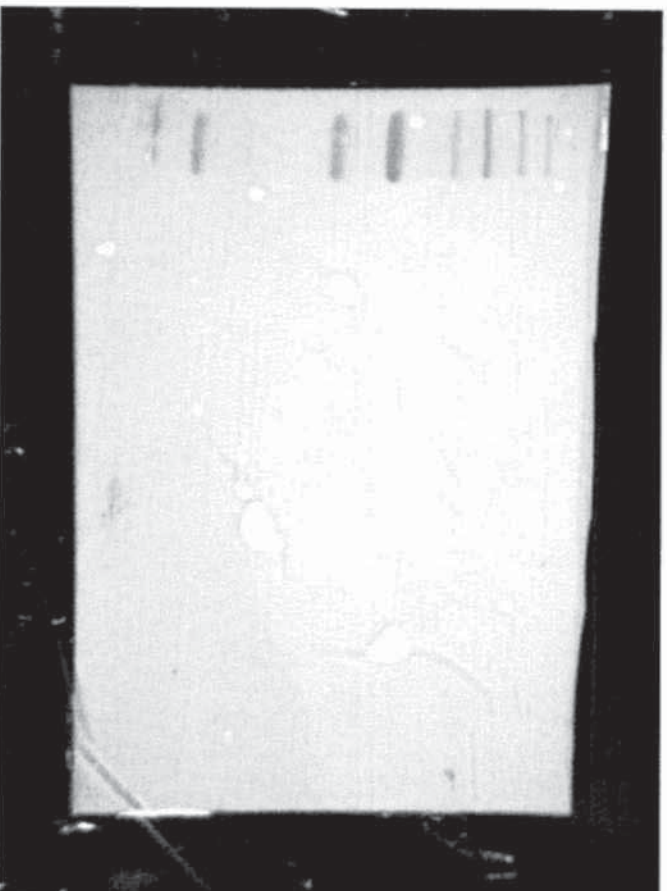

Molecular Marker for DRD1-study

Source Data for Fig-2B

Delta FosB  $\rightarrow$  37kD

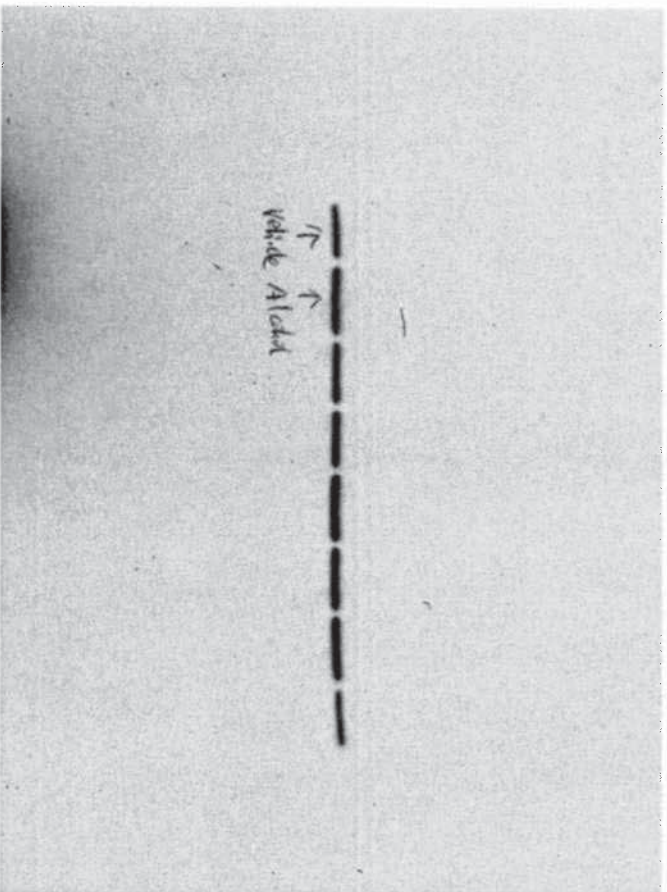

Source data for Fig-2B

50KD →  
37KD →

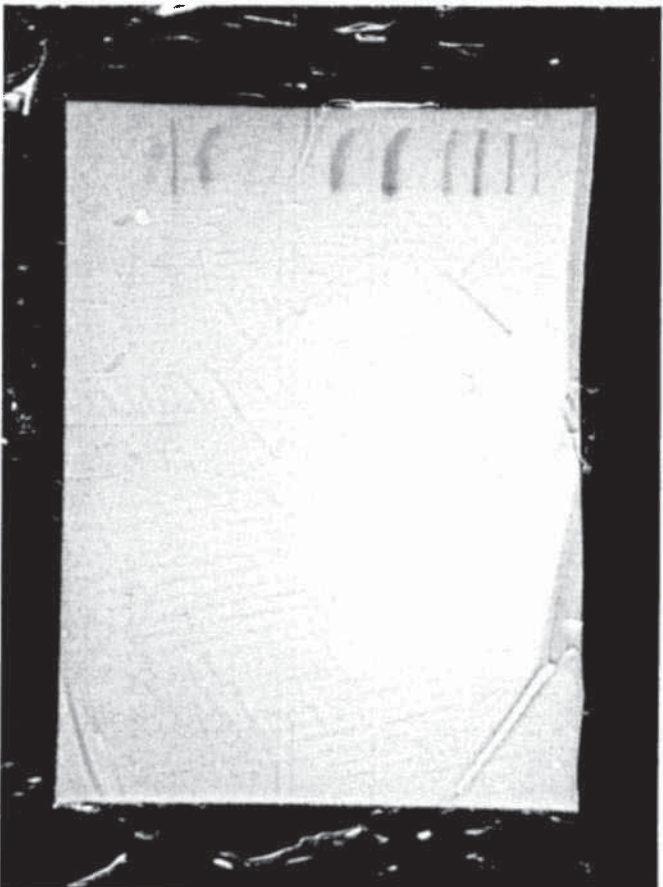

↑  
Molecular marker for Delta FosB

Source data for Fig-2B

GAPDH →

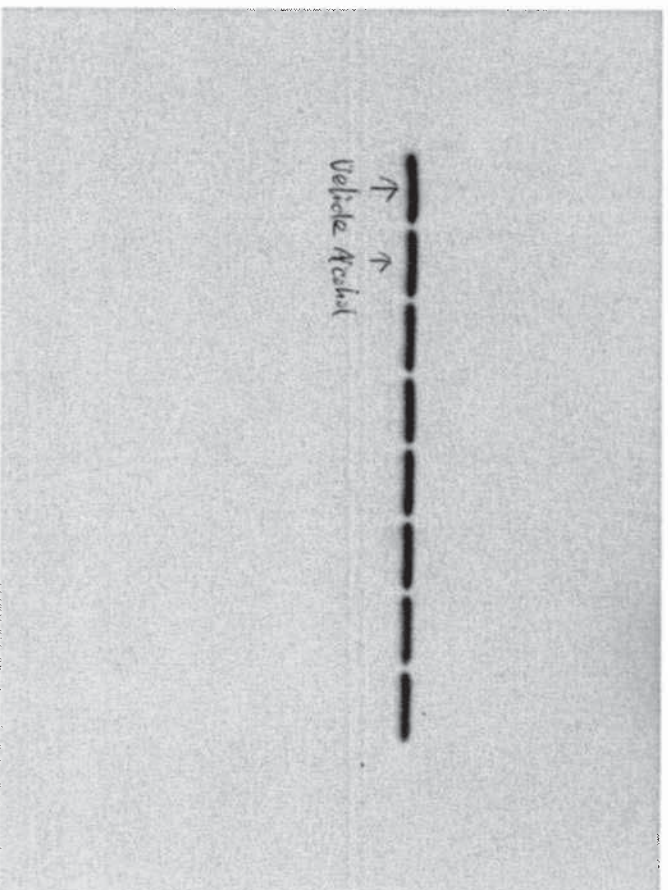

Source Data for Fig-2B

50KD →  
37KD →

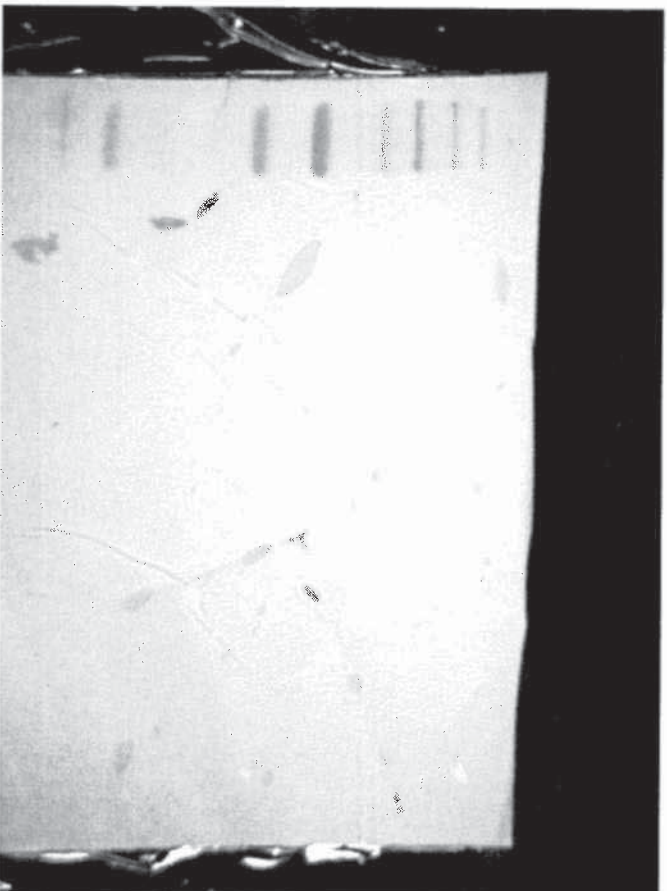

↑  
Molecular marker for GAPDH

# Supplementary material for: MicroRNA expression profile and functional analysis reveal that miR-382 is a critical novel gene of alcohol addiction
**Source:** EMBO Mol Med. 2013 Jul 22;5(9):1402–14. doi: 10.1002/emmm.201201900
**Supplement:** Supplementary file 3

Source Data for Fig-2E

DRD<sub>1</sub> → 49 kD

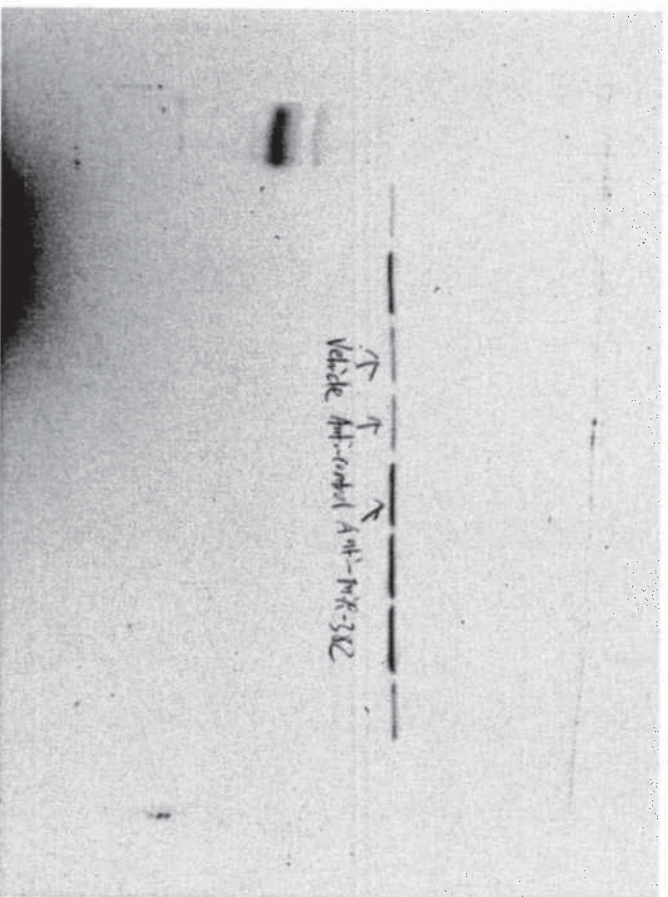

Source data for Fig-ZF

50 kD →  
37 kD →

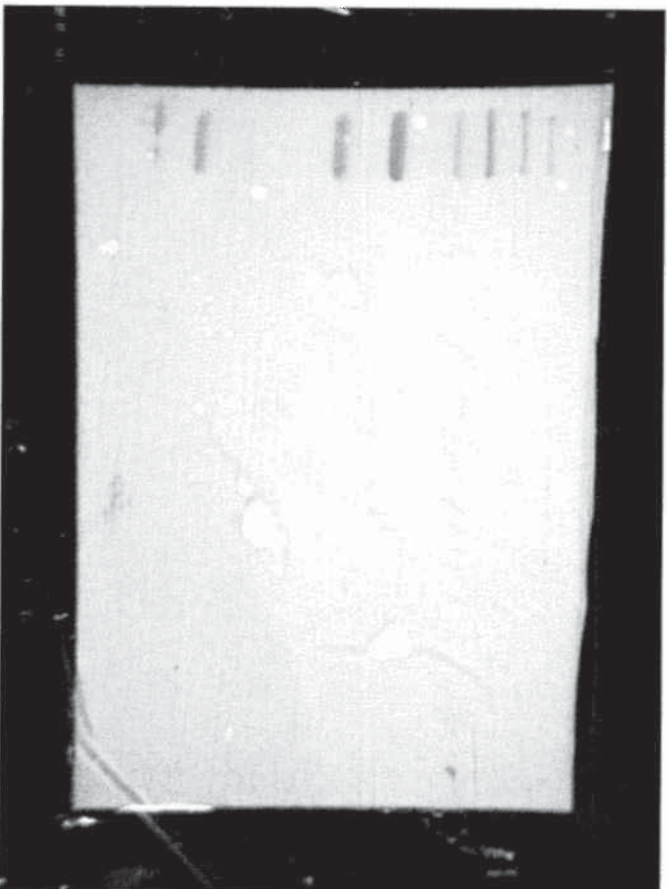Molecular marker for DRP1-study

Source Data for Fig-2F

Delta FosB-37KD

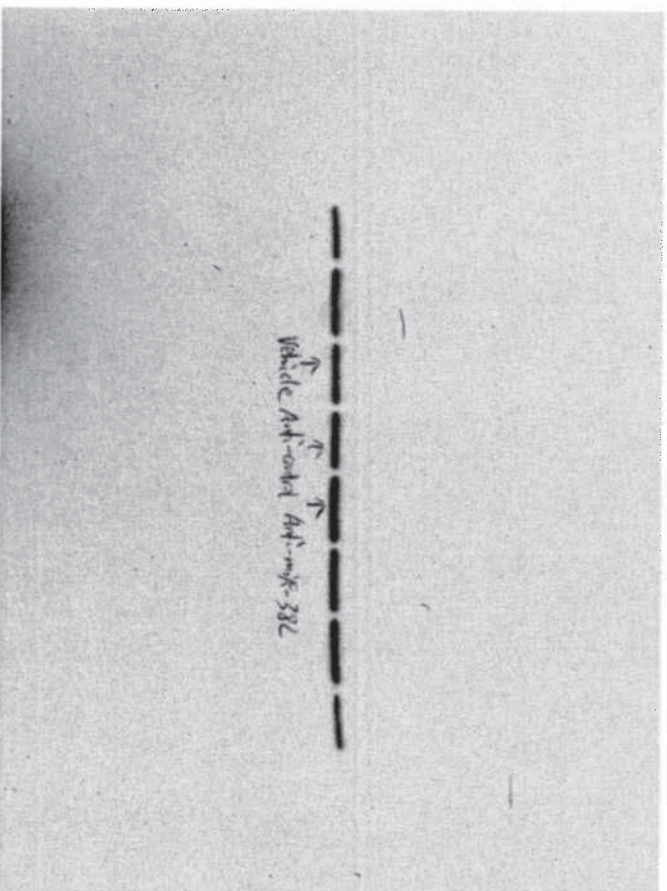

Source data for Fig-2F

50KD →  
37KD →

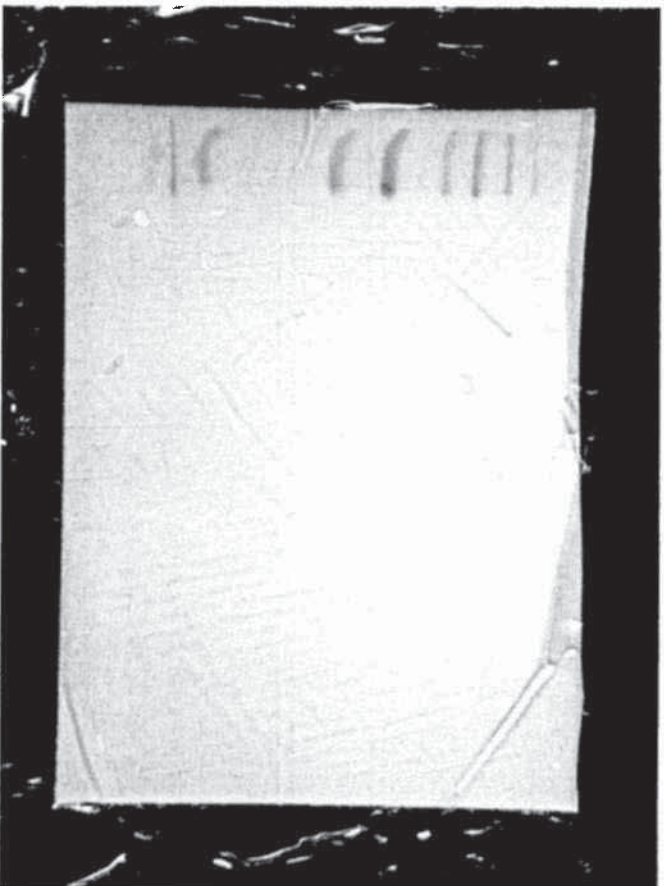

↑  
Molecular marker for Delta FosB

Source data for Fig-2F

GAPDH →

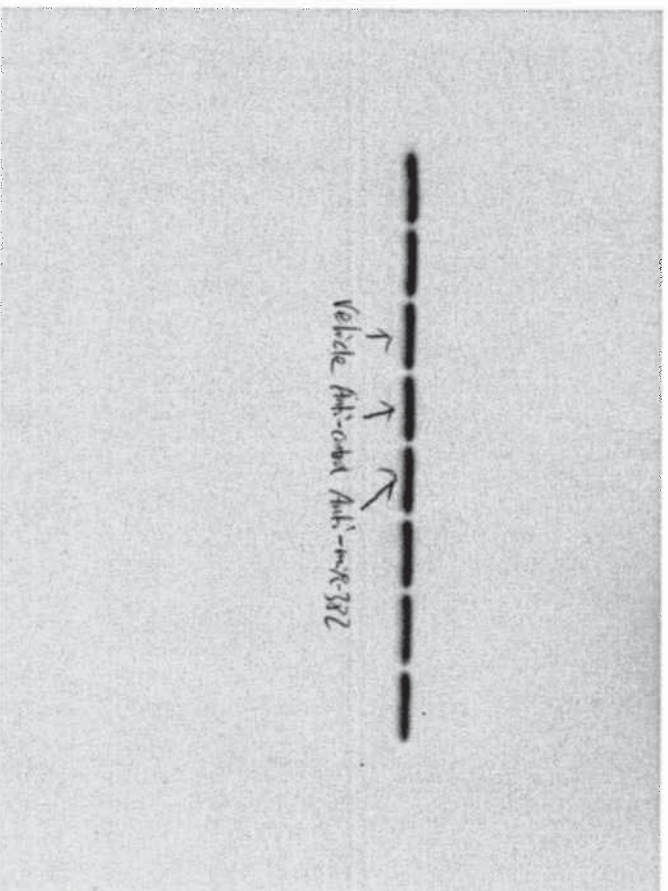

Source data for Fig-2F

50KD →  
37KD →

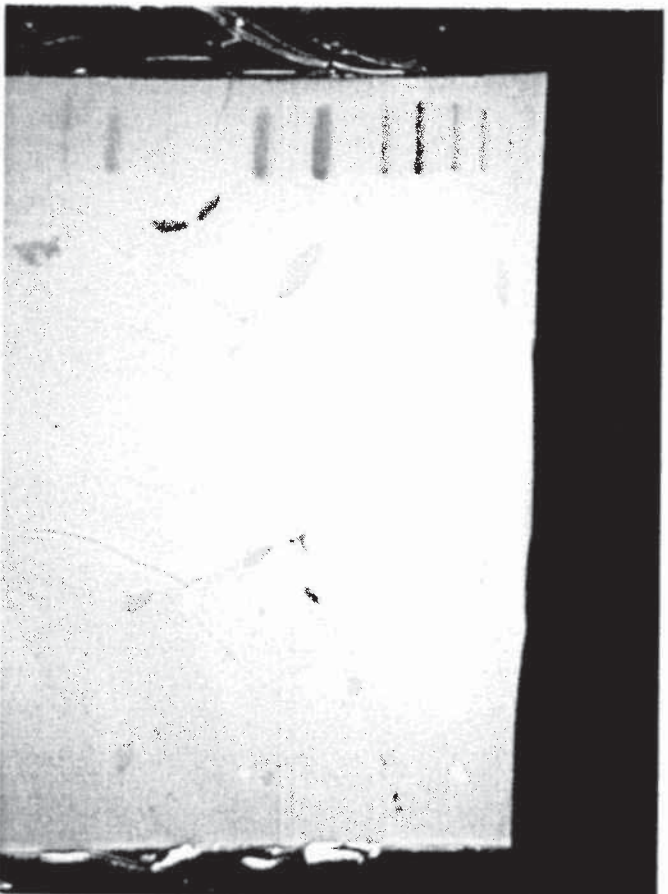

↑  
Molecular marker for GAPDH

# Supplementary material for: MicroRNA expression profile and functional analysis reveal that miR-382 is a critical novel gene of alcohol addiction
**Source:** EMBO Mol Med. 2013 Jul 22;5(9):1402–14. doi: 10.1002/emmm.201201900
**Supplement:** Supplementary file 4

Source Data for Fig-ZH

DRD<sub>1</sub> → 49kD

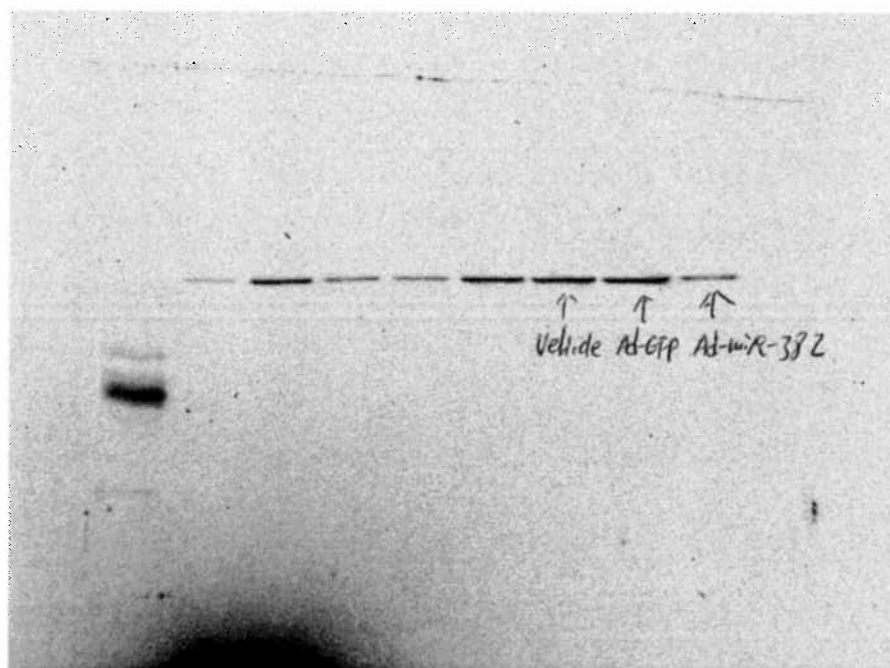

Source data for Fig-2H)

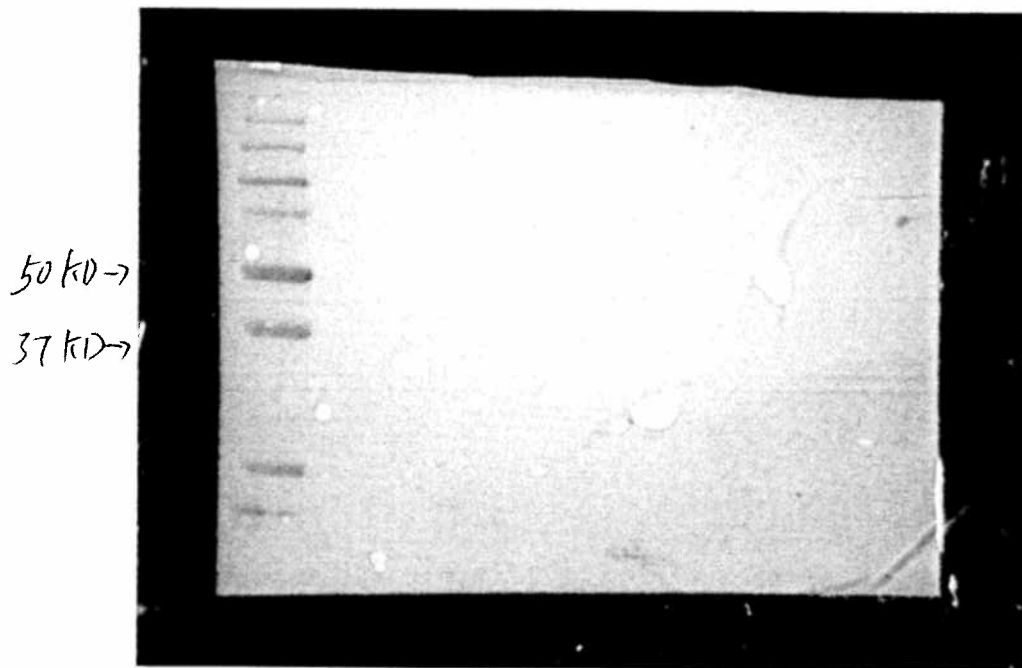Molecular marker for DRP1-study

Source data for Fig-2H

Delta-Fos B  $\rightarrow$  37kD

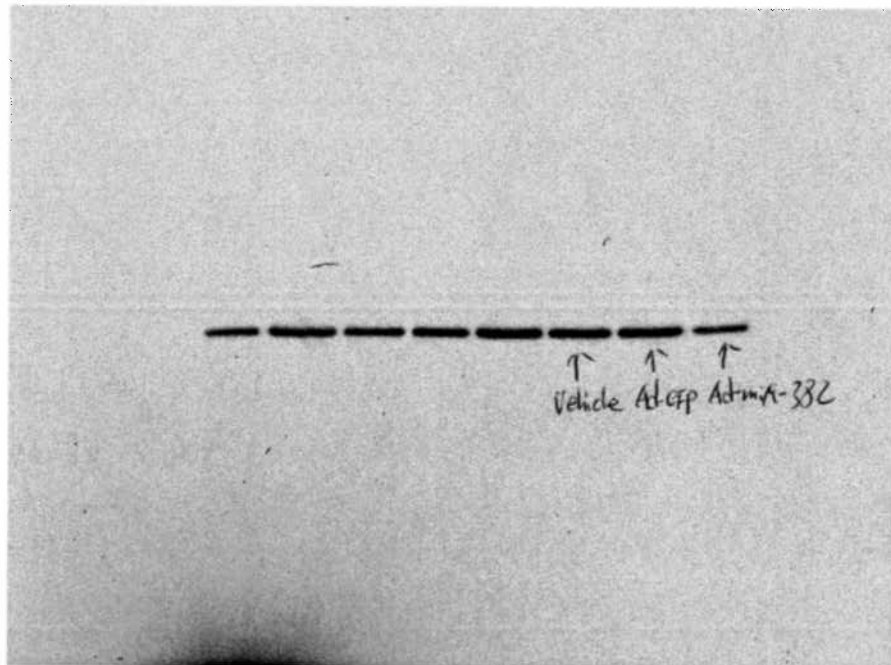

Source Data for Fig-2H

50kD →

37kD →

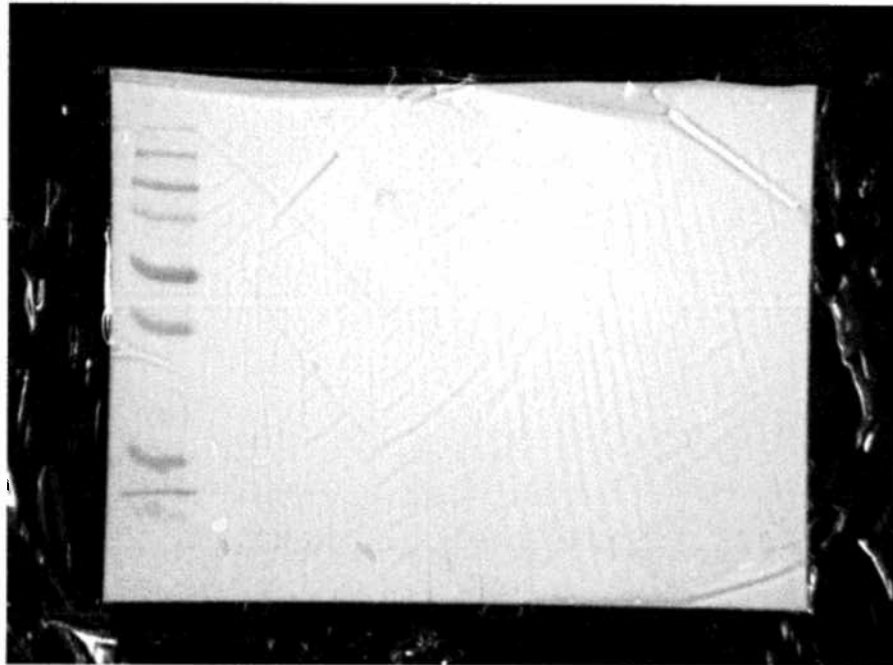

↑

Molecular marker for Delta FosB

Source data for Fig-2H

GAPDH →

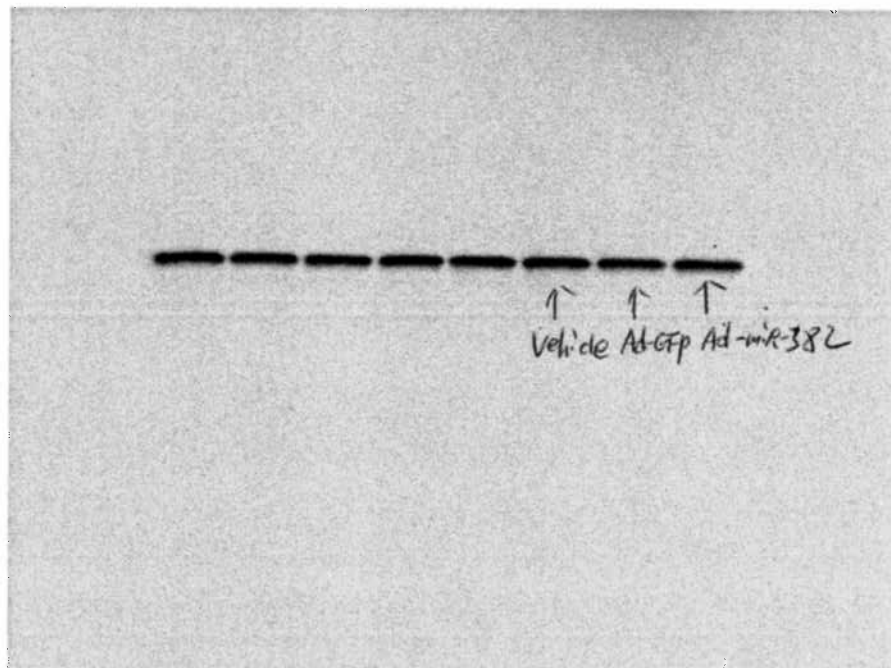

source data for Fig-2H

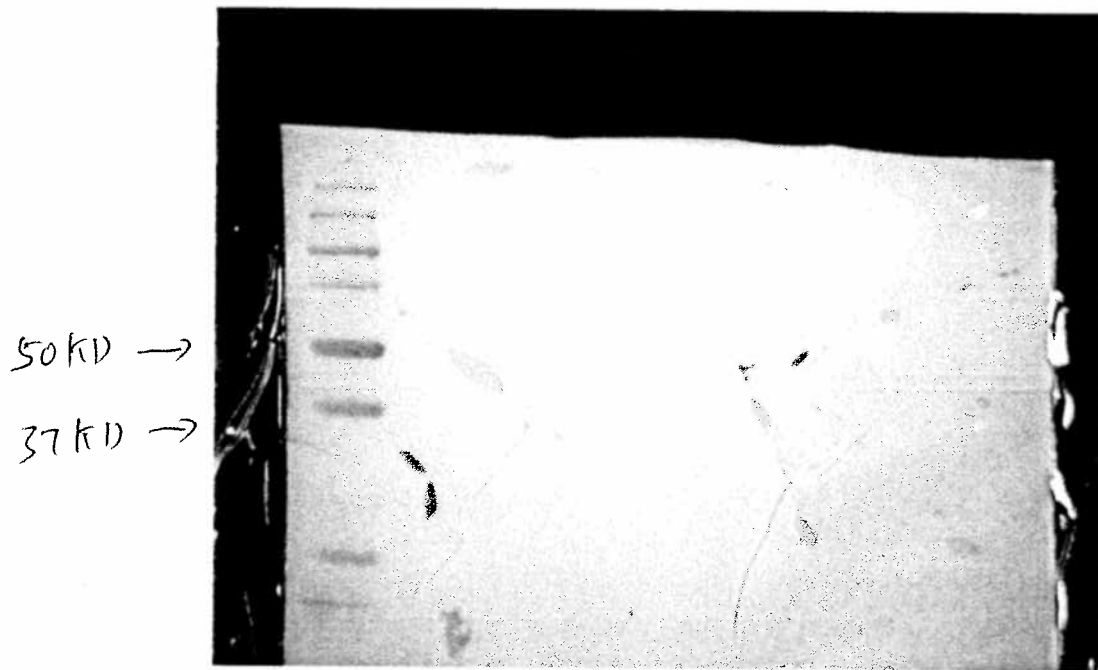Molecular marker for GAPDH

# Supplementary material for: MicroRNA expression profile and functional analysis reveal that miR-382 is a critical novel gene of alcohol addiction
**Source:** EMBO Mol Med. 2013 Jul 22;5(9):1402–14. doi: 10.1002/emmm.201201900
**Supplement:** Supplementary file 5

Source Data for Fig-3E

PRD1  $\rightarrow$  49kD

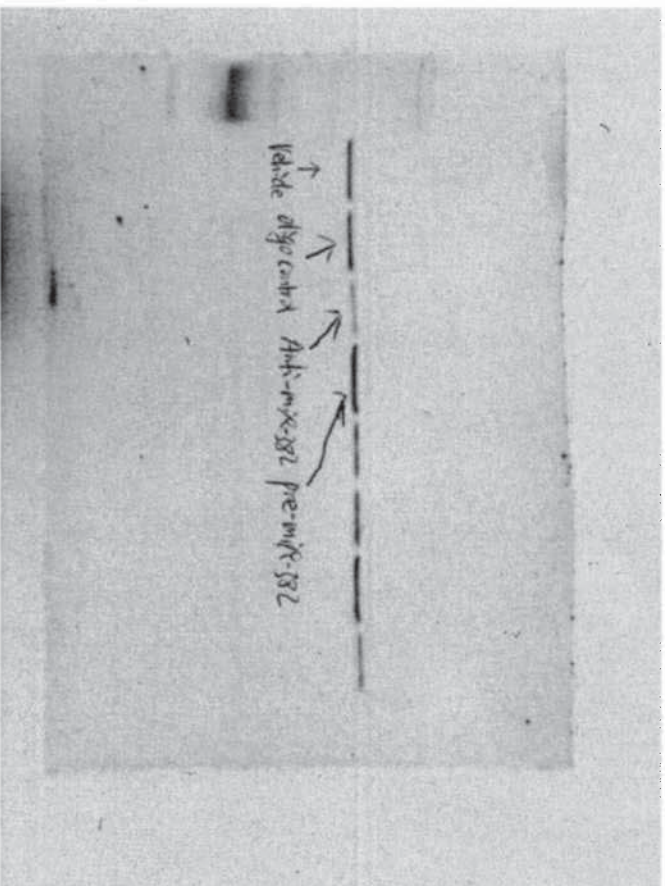

Source Data for Fig-3E

50 kD →  
37 kD →

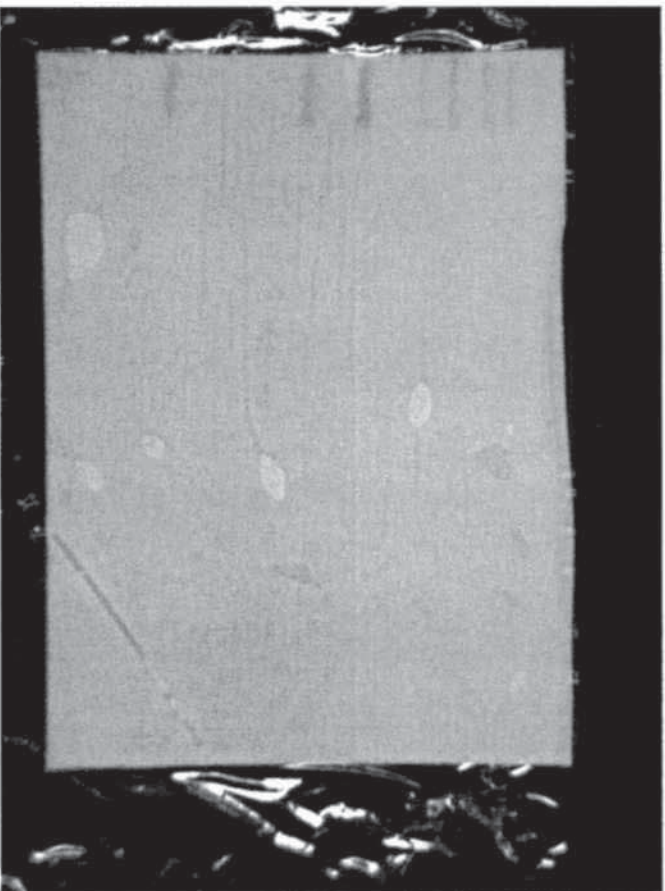

↑  
Molecular marker for DRP1-study

Source data for Fig-3E

Delta FosB  $\rightarrow$  3711D

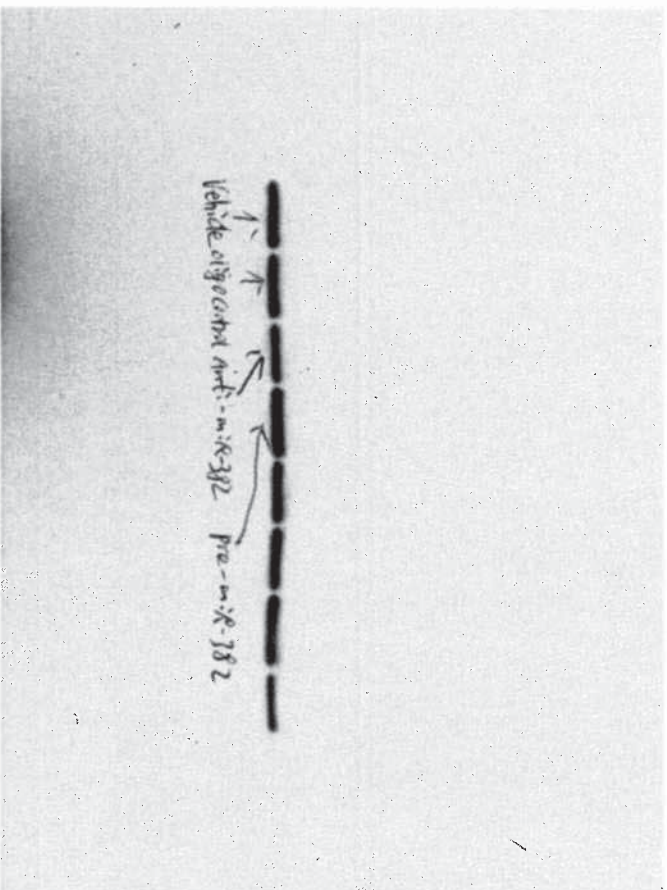

Source data for Fig-3E

50 kD →  
37 kD →

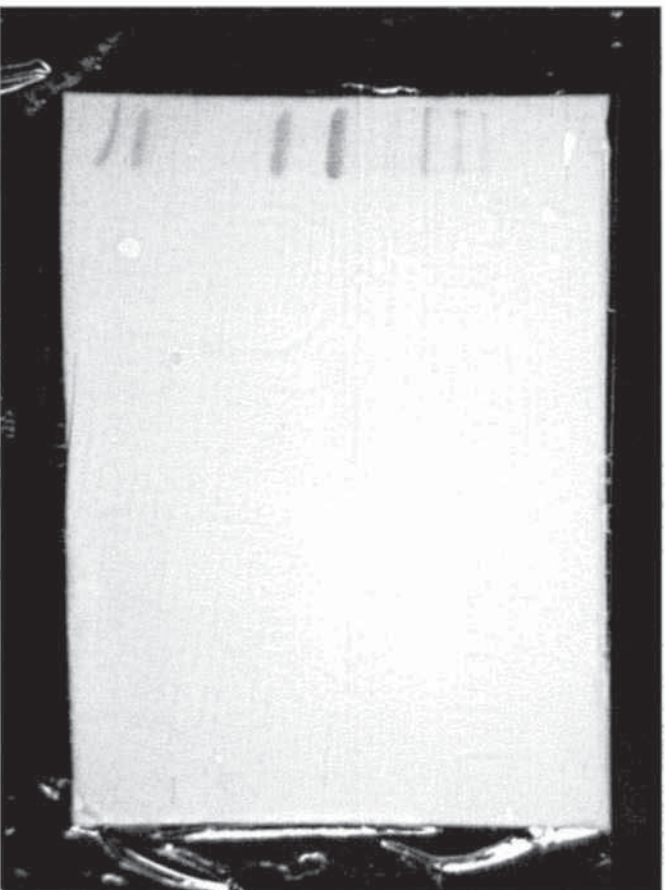

↑  
Molecular Marker for Delta FosB

Source data for Fig-3E

GAPDH

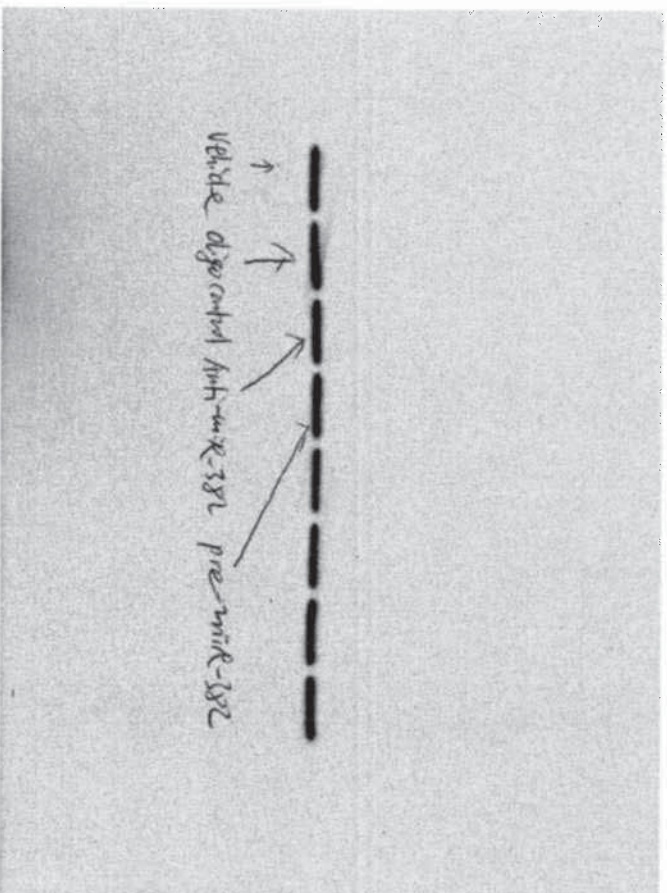

source data for Fig- 3E

50 kD →  
37 kD →

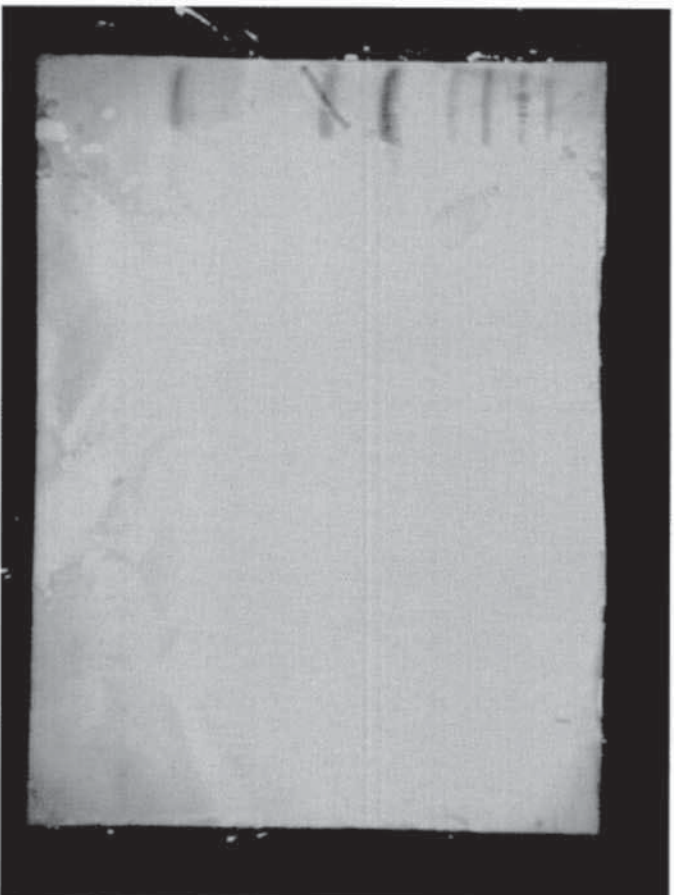

↑  
molecular marker for GAPDH

# Supplementary material for: MicroRNA expression profile and functional analysis reveal that miR-382 is a critical novel gene of alcohol addiction
**Source:** EMBO Mol Med. 2013 Jul 22;5(9):1402–14. doi: 10.1002/emmm.201201900
**Supplement:** Supplementary file 6

Source Data for Fig-4B

PRD1  $\rightarrow$  49 kD

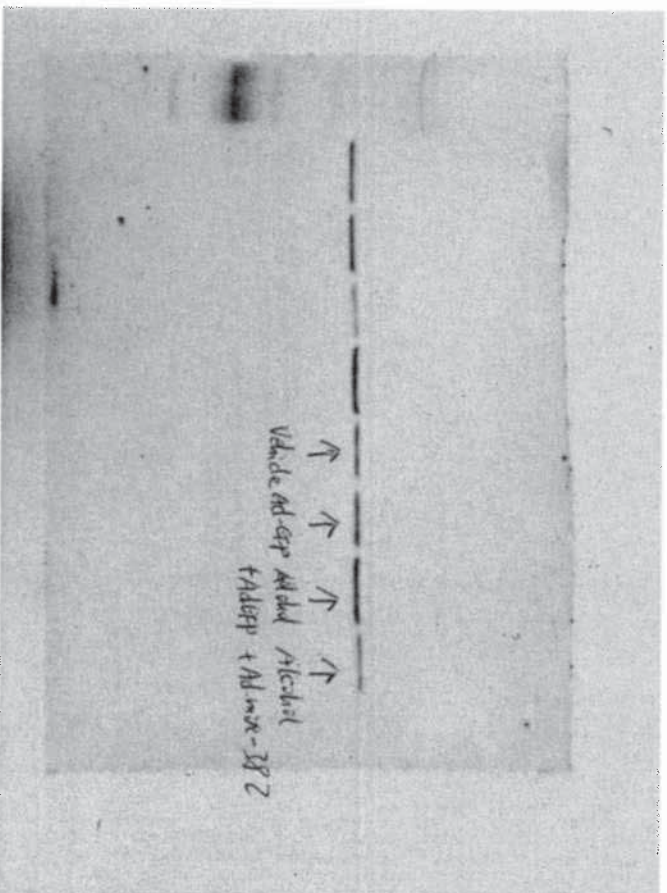

Source data for Fig-4B

50 kD →  
37 kD →

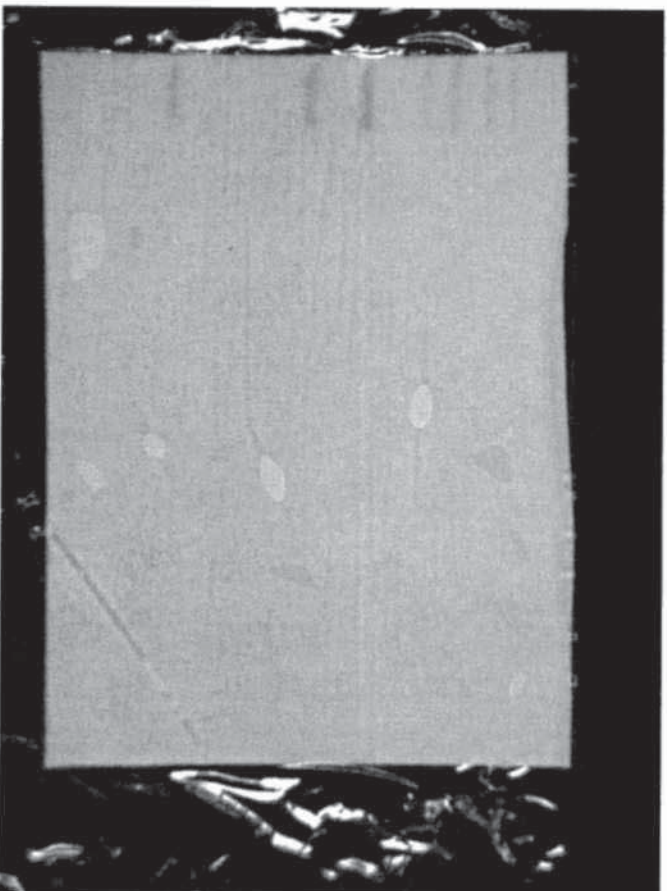Molecular Marker for PD1-study

Source data for Fig-4B

Delta-FosB  $\rightarrow$  3711D

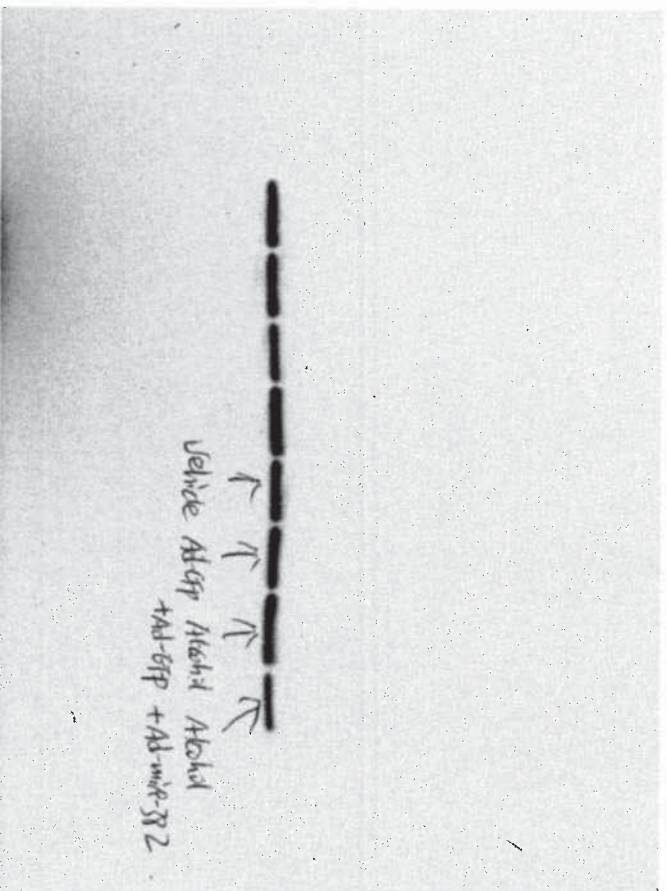

Source Data for Fig- ~~4B~~

50 kD →  
37 kD →

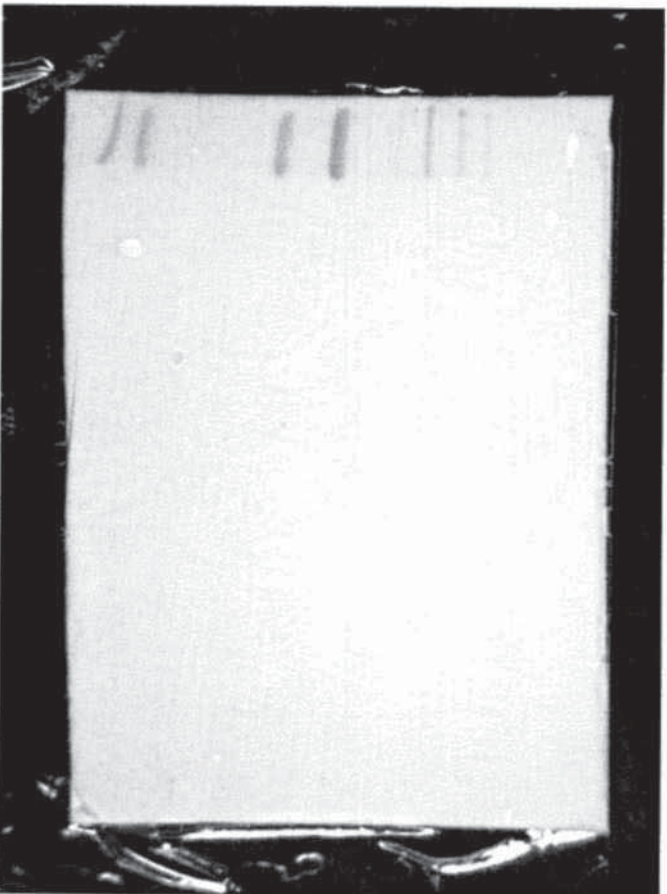

↑  
Molecular Marker for Delta FosB

Source Data for Fig-4B

GAPDH →

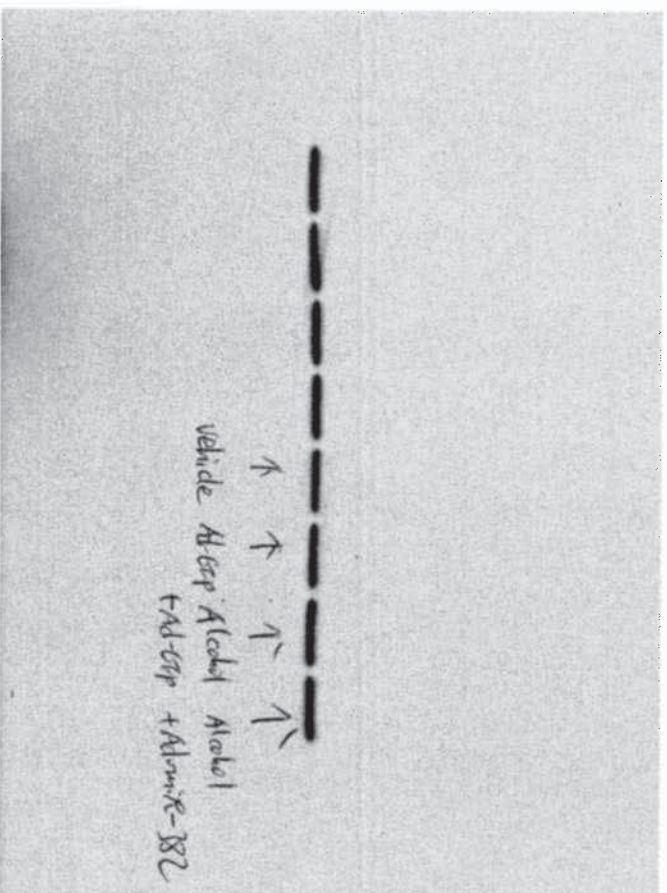

Source Data for Fig-4B

50 kD -  
37 kD →

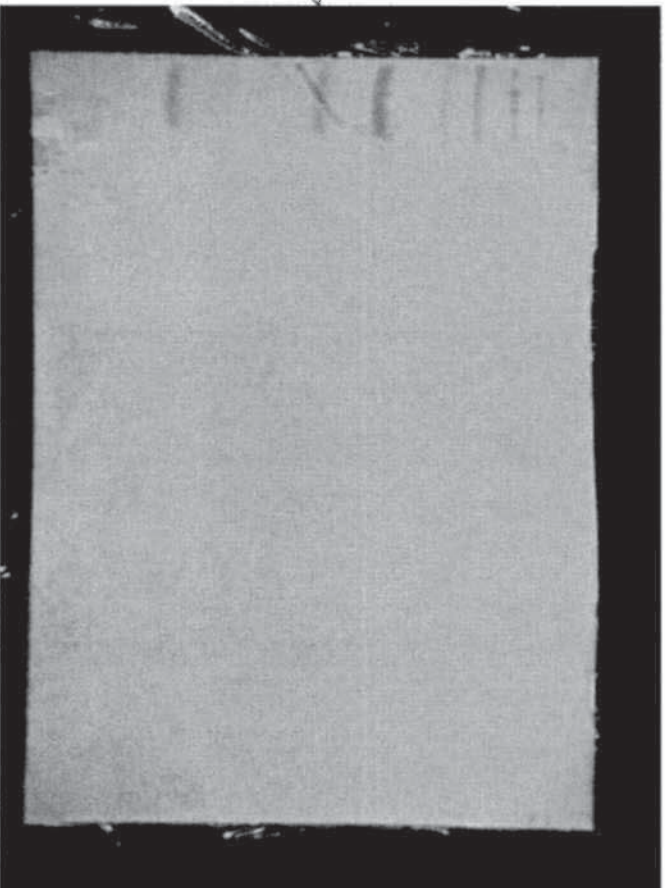

↑  
Molecular number for GAPDH-1

# Supplementary material for: MicroRNA expression profile and functional analysis reveal that miR-382 is a critical novel gene of alcohol addiction
**Source:** EMBO Mol Med. 2013 Jul 22;5(9):1402–14. doi: 10.1002/emmm.201201900
**Supplement:** Supplementary file 7

## MicroRNA Expression Profile and Functional Analysis Reveal that miR-382 is a Critical Novel Gene of Alcohol Addiction

Jingyuan Li, Jing Li, Xiaojun Liu, Shanshan Qin, Yanzhong Guan, Yuwei Liu, Yunhui Cheng,  
Xiuwen Chen, Wen Li, Shenming Wang, Ming Xiong, Eldo V. Kuzhikandathil, Jiang-Hong Ye,  
Chunxiang Zhang

---

### Review timeline:

Submission date:  
Accepted:

17 August 2012  
17 June 2013

---

*Editor: Natascha Bushati / Céline Carret*

### Transaction Report:

No Peer Review Process File is available with this article, as the authors have chosen not to make the review process public in this case.

How the deposited data were processed for this re-analysis (not part of the article)

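Small RNA from the NAc of rats given vehicle or alcohol for 7 days was measured on 1-colour miRNA arrays, with 1 array for each group. The paper gives 9 rats per group, and its text does not state how their RNA was combined. The values used were the spot intensity that the authors deposited for each array, which is the mean pixel density of a spot without background subtraction, and the processed signal that the authors deposited for each probe. For the processed signal the authors subtracted background, averaged repeat spots and normalized the arrays with a cyclic method, whose tool and settings are not named in the text read here. It was used as an alternative and equals both signals printed in Table 1, within 1 unit, for 37 of 46 entries.

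From the spot densities, background was corrected with normexp (offset 50) in limma 3.58.1 under R 4.3.3. The plan had foreseen separate foreground and background columns, and the files give a foreground column alone, so the method was fitted on the foreground. Repeat spots of a probe were averaged as the mean of log2 values. The 2 arrays were normalized with cyclic loess (span 0.7, 3 iterations) over the 349 miRNA probes. Ratios are alcohol over vehicle. All other steps used Python 3 with numpy, pandas and scipy.

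With 1 array per group there is no replicate check, no test across rats and no p-value across miRNAs. An SD over the 9 repeat spots of a probe covers the error within an array. The number of arrays limits the precision. The median coefficient of variation between spots, taken on the density above the median of the mismatched control spots, was 18.4% on the vehicle array and 7.52% on the alcohol array.

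A miRNA counted as changed if it was detected on at least 1 array, had a normalized signal of at least 400 on the brighter array, and differed by at least 1.3-fold. The detection rule was set after the values had been seen. The rule first meant, 3 SD above the mean of the empty spots, called 348 of 349 miRNAs on the vehicle array and 184 on the alcohol array, because spots that carry a probe were brighter than empty spots on the vehicle array. Mismatched control spots were used in its place, and both rules are reported.

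The rule for the miRNAs named in the text was fixed before the data were examined, except that the detection it refers to was defined afterwards. It takes miR-382, the 3 entries of Table 1 with the largest change in each direction, the 3 miRNAs outside Table 1 with the largest ratio in each direction among those detected on both arrays with a normalized signal of at least 400 on the brighter array and the same direction in the first 5 and the last 4 spots, miR-9 and miR-31, and the miR-29 and miR-30 families. Other names were chosen after their values were seen.

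In all, 16 settings other than the main one were run on the ratios. Of these, 13 were set before the data were examined. For median scaling, scaling to the 75th percentile, loess on detected miRNAs and removal of the GC trend, the detection they refer to was defined afterwards. The local background came from empty spots near each spot, a choice made once the foreseen background column was found absent. Another 3 were added after the small change of miR-382 without normalization had been seen. The 3 are scaling to the 5S rRNA probes, scaling to the calibration spikes, and subtraction of the mismatched control baseline. Other thresholds for the counts are given with them. Each of the 17 values for miR-382 is given in the closing section.

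Neighbours of miR-382 within 1 Mb were taken by name from the RefSeq gene table of GRCr8, in which 346 of 349 probes found a match. The files name no genome build, so no coordinates are given. Lists of miRNAs were set beside 10000 random lists of the same size matched on mean signal in 10 bins, as a description of these 2 arrays. The steps were tested on simulated arrays with a signal-dependent difference in brightness, in which all 20 miRNAs raised and all 20 lowered by 2-fold were called, with 0 calls among 54 unchanged bright miRNAs. The simulation had few changed miRNAs and changes in both directions, and did not cover a shift of most miRNAs in 1 direction. Apart from the difference in brightness, unchanged miRNAs differed by noise between spots alone. Scatter between miRNAs was not simulated, whereas the 30 nearest to miR-382 had an SD of 0.55 in their unnormalized log2 ratios. No change near 1.3-fold was simulated, so the calls do not show how such changes or such scatter would be called. The qRT-PCR, protein, luciferase, behaviour and recording experiments were not analysed here.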

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

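Both results here lie in data that the paper does not discuss. The comparisons of matched and mismatched control probes were chosen only after the values had been seen.

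Outside Table 1, 18 abundant miRNAs passed the 1.3-fold threshold, 14 higher and 4 lower on the alcohol array. By the fixed rule the largest were miR-181d, with a log2 ratio of 0.79 ± 0.14 (SD over 9 spots), miR-598-3p at 0.58 ± 0.53 and miR-664 at 0.54 ± 0.59, the last 2 about as large as their spread over spots. The largest falls were miR-877 at -1.35 ± 0.12, miR-342-5p at -0.94 ± 0.15 and miR-378 at -0.64 ± 0.18. Without normalization miR-342-5p was at 0.05 and miR-378 at 0.39, so their falls depend on the scaling. miR-338 and miR-384-3p were not above background on the vehicle array and, in the main setting alone, were at least 3.09-fold and 2.55-fold higher. These bounds equal the measured ratios. The lowest measured log2 ratios of miR-338 and miR-384-3p over the other settings were 1.12 and 0.90. For miR-9, and for let-7d, which was named after its values were seen, 1 spot of 9 near background made the call. The miR-9 spot read 290 against a median of 37278 on the vehicle array, and the let-7d spot read 176 against 18606 on the alcohol array. With the median over spots their log2 ratios were 0.03 and -0.04. The paper's selection also required a p-value, which was not applied here. No biological explanation was tested, since 1 array per group leaves treatment and array confounded.

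The mismatched control probe Ctr09-3M10, by its name a mismatched partner of the control Ctr09-3P, had a raw density of 304 ± 31.8 on the vehicle array and 2749 ± 546 on the alcohol array (SD over 4 spots). Its matched probe went the other way, from 46287 to 33598. After subtraction of the baseline the mismatched probe held 0.138% of the matched signal on the vehicle array and 7.78% on the alcohol array. A candidate explanation is less stringent hybridization on the alcohol array. The mismatched probe was detected on the vehicle array in 2 control pairs, and in both the mismatched share was larger on the alcohol array, which is too few to decide. It was also larger in 6 of 6 pairs with the mismatched probe detected on at least 1 array. In 4 of these it was detected on the alcohol array only, so that filter favours the alcohol array. Of 15 pairs with the matched probe detected on both arrays, 14 had a larger mismatched share on the alcohol array. Only 6 of the 15 had a detected mismatched probe, and the other shares rest on signal near background. Some of these others lay below the baseline on both arrays and held no mismatched signal. Ctr10-3M10, for example, read 233 on the vehicle array and 138 on the alcohol array, against baselines of 241 and 145. The tally over the 15 pairs therefore cannot bear on stringency. What RNA was added for these controls, and whether it was the same for both arrays, is not stated in the text read here. No biological explanation was tested.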

How the results depend on the processing

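The scalings to 5S rRNA and to the calibration spikes, the mismatched control baseline, the detection rules, the list limited to detected miRNAs and the spot values scaled to the authors' signals were chosen after the values had been seen. All others were set before the data were examined. Median scaling, scaling to the 75th percentile, loess on detected miRNAs and removal of the GC trend are among them. The detection they refer to was, however, defined afterwards. The local background from empty spots was likewise chosen once the foreseen background column was found absent. No paired analysis was possible because each group has 1 array.

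The decrease of miR-382, -0.61 on the log2 scale, was present in all 13 planned settings and passed 1.3-fold in 12 of them. It was -0.12 without normalization, -1.34 with median scaling, -0.69 with quantile normalization, -0.72 with scaling to the 75th percentile, -0.68 with loess on detected miRNAs, -0.56 without background correction, -0.77 in the authors' processed values, -0.54 in the first 5 spots, -0.69 in the last 4 spots and -0.51 after the GC trend was removed. With the local background, the median of spots and the linear mean of spots it was -0.63, -0.62 and -0.60. Of the 3 added settings, the mismatched control baseline gave -0.66, the 5S rRNA probes reversed it to 0.20, and with the calibration spikes it was 0.0026, no change against a spot SD of 0.047. The cause was not tested. Its distance from the median of the miRNAs detected on both arrays was -0.54 in the main setting, -0.69 without normalization and under each constant scaling, and between -0.49 and -0.69 over all 16 other settings, so miR-382 was below that median throughout, while its own direction was not fixed. Whether 5S rRNA or spikes were loaded equally is not stated in the text read here. Both sets of probes were brighter than miR-382 on the vehicle array, and a constant scaling to them takes no account of a difference that depends on the signal.

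The counts of 33 higher and 26 lower were 85 and 8 without normalization, 17 and 79 with median scaling, 104 and 2 with the 5S rRNA probes and 92 and 4 with the calibration spikes. The share of calls that were higher was 55.9% in the main setting, 91.4% without normalization, 17.7% with median scaling, 98.1% with 5S rRNA, 95.8% with spikes and 43.1% in the authors' values. With 1.5-fold, 19 were higher and 21 lower, and with 2-fold, 11 were higher and 5 lower. With no signal filter the counts were 36 and 39. The detection rule from empty spots left 33 and 26. The median log2 ratio of all 349 probes was 0.0067 in the main setting, -0.22 without normalization, -1.43 with median scaling, -0.81 with the 75th percentile and -0.32 with loess on detected miRNAs. For the miRNAs detected on both arrays it was -0.65 with median scaling, which equated the medians of the arrays and not the ratios.

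The direction of Table 1 held for 46 of 46 entries in the main setting, for 30 without normalization, for 42 with median scaling (16 of the 20 higher entries), for 40 with the 75th percentile (19 of 20 higher and 21 of 26 lower entries), for 23 with 5S rRNA and for 26 with spikes. Each remaining setting kept the direction for all 46. The rank of miR-382 on the vehicle array, 37, did not move with the local background or the authors' values.

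The correlation of GC content with the log2 ratio, -0.42 across 150 miRNAs, was -0.27 without normalization and with every constant scaling (median, 75th percentile, 5S rRNA and spikes), which share 1 set of ratios up to a constant. The median log2 ratio of 47 neighbours of miR-382, 0.03, was 0.13 without normalization, -1.08 with median scaling, -0.46 with the 75th percentile, -0.095 with loess on detected miRNAs, 0.11 with the local background, 0.11 in the authors' values, 0.11 with the mismatched control baseline, 0.46 with 5S rRNA, 0.26 with spikes and -0.0042 after the GC trend was removed. Over the 26 neighbours detected on both arrays it was -0.079. The constant scalings move all miRNAs alike, so their shifts of this median say nothing about the list. For the other settings the cause was not tested. The rank correlation of spot p-values with those of Table 1, 0.83, was 0.72 on the linear scale, -0.32 without normalization and 0.87 with spot values scaled to the authors' signals, where 17 of 46 lay within a factor of 10. Since each array stands for 1 group, no setting can separate treatment from array. A miRNA that was not above background on an array has only a bound there.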

Differences from the paper's values

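For miR-122 the alcohol signal was 22.4% of vehicle, and the paper's value is 13%. Of the alternatives set before the data were examined, median scaling, the local background and the authors' processed values come within the limit used here, and the other 10 do not. For miR-204, which was not above background on the vehicle array, the alcohol signal was 454% of vehicle, and the paper's value is 977%. The number of miRNAs detected on at least 1 array was 197, and the paper gives 300 detected. The paper also gives 300 as the number of miRNAs on the chip, for which the files list 349 miRNA probes. No alternative for it was set before the data were examined. By the rule from empty spots, chosen after the values had been seen, 348 were detected on the vehicle array.

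For 5 entries of Table 1 the change did not reach 1.3-fold in the main setting, although its direction was the same. They are miR-29a, miR-379, miR-409-3p, miR-376b-5p and miR-15b, and each reached it in the authors' processed values. miR-379 reached it in 8 of the 16 other settings, miR-15b in 5, miR-409-3p and miR-376b-5p in 3 each, and miR-29a in 1. Median scaling called the 4 lower entries. Loess on detected miRNAs also called miR-379 and miR-409-3p. The local background, the 75th percentile, the median of spots, the last 4 spots and, added after the values had been seen, the mismatched control baseline also called miR-379. Removing the GC trend also called miR-376b-5p and miR-15b, and the median of spots and the first 5 spots also called miR-15b.

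The paper's discussion gives a decrease of miR-382 of about 50%, the value its results give for qRT-PCR, and the array signal fell by 34.5%, within the 1.5-fold limit used here. Of the alternatives set before the data were examined, 4 fell outside that limit, with 8.29% without normalization, 32.0% without background correction, 31.2% in the first 5 spots and 29.95% after the GC trend was removed, and the other 9 did not. The limit was applied to the percent decrease. As percent of vehicle, the last 3 were 68.0%, 68.8% and 70.05% and did not differ by this limit from the paper's array value of 59%, while the setting without normalization, at 91.7%, did.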

Other observations

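Of the tests here, those of near relatives, of the mismatched control probes, of miRNAs near miR-382 in brightness and of the spot p-values were chosen or worded only after the values had been seen. The GC trend and the neighbours of miR-382 were planned, although the detection that selects miRNAs for the GC trend was defined afterwards.

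Across the 150 miRNAs detected on both arrays, which are not independent replicates, GC content and the log2 ratio had a Pearson r of -0.42 and a Spearman rho of -0.43, so miRNAs poor in GC were higher on the alcohol array. The normalization as the whole cause is argued against by r, which was -0.27 without it, with a bootstrap SD of 0.064 for the main r. Less stringent hybridization on the alcohol array remains a candidate explanation that the control probes do not decide. The mismatched share was larger there in both of the 2 control pairs whose mismatched probe was detected on the vehicle array. It was larger in 14 of the 15 pairs whose matched probe was detected on both arrays. Only 6 of these 15 had a mismatched probe detected on at least 1 array. Some of the others lay below the baseline on both arrays, so the tally over the 15 cannot bear on stringency. An effect of alcohol cannot be excluded with 1 array per group.

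For miR-382, removal of the mean GC trend left a ratio of -0.51, so the mean trend was not the whole of the fall. The spot SD of 0.047 is error within the arrays and not the scatter of miRNAs about the trend. The test therefore cannot judge a GC effect on this probe beyond the mean trend. A brightness-dependent scaling as the whole cause stays open. Before normalization 3 of the 30 miRNAs nearest in brightness had a lower ratio, which meets the limit of 4 written for that test, but the ranking restates the distance from the loess curve for a miRNA that was picked from these arrays, and the value lies slightly more than 1 SD below the median of the 30 (median 0.45, SD 0.55). Also open is whether miR-382 fell or most miRNAs of its brightness became brighter. Scaled to the 5S rRNA probes the log2 ratio was 0.20, and these cannot be told apart because equal loading is not stated. The spread between rats is not in these arrays, so biological variation also stays open.

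For the 47 miRNAs within 1 Mb of miR-382, a fall as a set was neither shown nor excluded. Their median log2 ratio was 0.03, at percentile 74.1 of random lists matched on signal. Over the settings run on all 47, this percentile was lowest after the GC trend was removed, at 24.0. It was highest with quantile normalization, at 94.2, and was 94.0 with the local background and 93.7 in the authors' values. A second median without the 8 members listed in Table 1 had been planned and was 0.05 for the other 39, but 7 of the 8 were lower and were picked from these arrays, so leaving them out raises the median and says nothing about the set. Of the 47, 26 were detected on both arrays, with a median of -0.079 at percentile 58.8 of lists drawn from detected miRNAs, and the others lie near background on at least 1 array, where their ratios say little. Members went both ways, from -1.44 for miR-134 to 0.77 for miR-376b-3p, and without normalization or under each constant scaling, which moves all miRNAs alike, the list lay at percentile 32.8.

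Weaker members of some families rose, which could come from signal of abundant near relatives. For 11 detected miRNAs with a relative of at most 3 mismatches at least 3 times brighter on the vehicle array, the median log2 ratio was 0.79, at percentile 99.8 of random lists and 99.9 after the GC trend was removed. That rule picks miRNAs that are dim on the vehicle array, which by itself raises the ratio. With brightness taken over both arrays, 7 miRNAs qualified, and the median of 0.28 lay at percentile 74.5, and at 54.2 after the GC trend was removed. The cross-hybridization and a true rise of these miRNAs cannot be told apart, since the outcome depends on that rule.

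miR-31, which the paper uses in another experiment, had a log2 ratio of -0.41 ± 0.16 (SD over 9 spots), and 0.41 without normalization.

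The legend of Table 1 gives an n of 9 for the groups of rats, and that of Figure 1 gives values from 9 rats. The same number equals the 9 repeat spots of each probe. As a hypothesis, the printed p-values could be computed over repeat spots. The rank correlation of log10 p over spots with the printed log10 p was 0.83, but 15 of 46 lay within a factor of 10. This leaves it open, as the authors' spot processing is not in the files read here, and a p-value over spots would describe the 2 arrays and not the rats.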
